# Notch-induced endoplasmic reticulum-associated degradation governs mouse thymocyte β−selection

**DOI:** 10.7554/eLife.69975

**Published:** 2021-07-09

**Authors:** Xia Liu, Jingjing Yu, Longyong Xu, Katharine Umphred-Wilson, Fanglue Peng, Yao Ding, Brendan M Barton, Xiangdong Lv, Michael Y Zhao, Shengyi Sun, Yuning Hong, Ling Qi, Stanley Adoro, Xi Chen

**Keywords:** thymocytes, proteostasis, beta-selection, ER-associated degradation, ER stress, Mouse

## Abstract

Signals from the pre-T cell receptor and Notch coordinately instruct β-selection of CD4^–^CD8^–^double negative (DN) thymocytes to generate αβ T cells in the thymus. However, how these signals ensure a high-fidelity proteome and safeguard the clonal diversification of the pre-selection TCR repertoire given the considerable translational activity imposed by β-selection is largely unknown. Here, we identify the endoplasmic reticulum (ER)-associated degradation (ERAD) machinery as a critical proteostasis checkpoint during β-selection. Expression of the SEL1L-HRD1 complex, the most conserved branch of ERAD, is directly regulated by the transcriptional activity of the Notch intracellular domain. Deletion of *Sel1l* impaired DN3 to DN4 thymocyte transition and severely impaired mouse αβ T cell development. Mechanistically, *Sel1l* deficiency induced unresolved ER stress that triggered thymocyte apoptosis through the PERK pathway. Accordingly, genetically inactivating PERK rescued T cell development from *Sel1l*-deficient thymocytes. In contrast, IRE1α/XBP1 pathway was induced as a compensatory adaptation to alleviate *Sel1l*-deficiency-induced ER stress. Dual loss of *Sel1l* and *Xbp1* markedly exacerbated the thymic defect. Our study reveals a critical developmental signal controlled proteostasis mechanism that enforces T cell development to ensure a healthy adaptive immunity.

## Introduction

T cells develop from bone-marrow-derived early T-cell progenitors (ETP) through a series of well-orchestrated proliferation and differentiation steps in the thymus. In response to intrathymic interleukin (IL)−7 and Kit ligand, ETPs proliferate and differentiate into CD4^-^CD8^-^double negative (DN) thymocytes (von Freeden-Jeffry et al., 1997). Subsequent differentiation of DN thymocytes into CD4^+^CD8^+^ (double positive, DP) thymocytes depends on whether DN3 stage (CD44^-^CD25^+^) thymocytes successfully undergo ‘β-selection’, the first major checkpoint during αβ T cell development (Shah and Zúñiga-Pflücker, 2014). β-selection is initiated by signals from the pre-TCR (a heterodimer of the invariant pre-Tα and TCRβ proteins) in DN3 thymocytes that have productively undergone V(D)J recombination at the *Tcrb* locus (Mallick et al., 1993; Michie and Zúñiga-Pflücker, 2002). In addition to cell autonomous signal through the pre-TCR, β-selection also requires signal from the Notch receptor (Ciofani and Zúñiga-Pflücker, 2005; Sambandam et al., 2005). Coordinately, pre-TCR and Notch signals induce DN3 thymocytes to undergo 100–200 fold clonal expansion (Yamasaki et al., 2006; Zhao et al., 2019) as they differentiate into DN4 (CD44^-^CD25^-^) cells which give rise to the DP thymocyte precursors of mature αβ T cells. This proliferative burst is crucial for the diversification of the pre-selection TCR repertoire (Kreslavsky et al., 2012) and so must be robustly buffered to ensure adequate number of thymocytes audition for positive selection. β-selection imposes a considerable demand for new protein synthesis of the newly rearranged *Tcrb* gene and the multiple factors that execute the transcriptional and metabolic programs demanded by DN thymocyte proliferation. However, how proteome homeostasis or ‘proteostasis’ is regulated during thymocyte development is largely unknown.

Endoplasmic reticulum (ER) is the major subcellular site for synthesis and maturation of all transmembrane and secreted proteins. Protein folding is an inherently error-prone process and is tightly regulated by a myriad of chaperones and enzymes (Balchin et al., 2016; Cox et al., 2020). To maintain proteostasis and normal cell function, cells have evolved highly sensitive and sophisticated quality control systems to ensure the fidelity of protein structure, which is especially important for thymocytes undergoing β-selection that must repair protein damage and generate a functional and diverse repertoire of T cell receptors with high fidelity (Feige et al., 2015; Feige and Hendershot, 2013). Two such systems conserved across different species are ER-associated degradation (ERAD) and the unfolded protein response (UPR) (Figure 1—figure supplement 1A; Brodsky, 2012; Hwang and Qi, 2018; Walter and Ron, 2011). ERAD is the principal protein quality control mechanism responsible for targeting misfolded proteins in the ER for cytosolic proteasomal degradation. The E3 ubiquitin ligase HRD1 and its adaptor protein SEL1L, constitute the most conserved branch of ERAD (Brodsky, 2012; Qi et al., 2017; Ruggiano et al., 2014; Sun et al., 2014). SEL1L recruits misfolded proteins bound by ER protein chaperones to the SEL1L-HRD1 complex, through which the misfolded proteins are retrotranslocated into cytosol, ubiquitinated and degraded by the proteasome in the cytosol with the help of CDC48/ p97 (Brodsky, 2012; Nakatsukasa and Brodsky, 2008). Failure to clear the misfolded proteins in the ER activates the UPR (Brodsky, 2012; Hwang and Qi, 2018; Ruggiano et al., 2014). The UPR is a highly conserved, three-pronged pathway that is activated when the rate of cellular protein production exceeds the capacity of the ER to correctly fold and process its protein load or by various intracellular and extracellular stressors that interfere with the protein folding process. This coordinated response is mediated by three ER-localized transmembrane sensors: IRE1α, ATF6α, and PERK (Hetz et al., 2011). Under ER stress, IRE1α undergoes oligomerization and *trans*-autophosphorylation to activate its RNase domain to induce unconventional splicing of its substrate XBP1 (Hwang and Qi, 2018; Walter and Ron, 2011). ER stress also induces PERK-dependent eIF2α phosphorylation and subsequent increased cap-independent translation of ATF4 and induction of CHOP (Figure 1—figure supplement 1A; Hwang and Qi, 2018; Walter and Ron, 2011).

Here, we show that ERAD is the master regulator of physiological ER proteostasis in immature DN thymocytes. The ERAD machinery was critically required for successful β-selection of DN3 thymocytes and consequently, ERAD deficiency impeded αβ T cell development. Intriguingly, ERAD selectively preserves the cellular fitness of αβ, but not γδ T lymphocytes. We found that Notch signaling directly regulates ERAD gene expression to promote the integrity of ER proteostasis during β-selection. Activation of ERAD restricts PERK-dependent cell death in DN3 thymocytes during β-selection. Genetic inactivation of *Perk* rescued β-selection in *Sel1l*-deficient thymocytes.

## Results

### Stringent protein quality control in β-selected thymocytes

To determine translational dynamics in developing thymocytes, we injected wildtype C57BL/6 (WT) mice with O-propargyl puromycin (OP-Puro), a cell-permeable puromycin analog that is incorporated into newly synthesized proteins as a measure of protein synthesis rates (Hidalgo San Jose and Signer, 2019; Tong et al., 2020). Animals were euthanized 1 hr after OP-Puro injection, and thymocyte subsets (gated as shown in Figure 1—figure supplement 1B,C) were assessed by flow cytometry for OP-Puro incorporation (Figure 1A). Compared to DP and mature single positive thymocytes, DN2 to DN4 thymocytes incorporated the most OP-Puro (Figure 1B), a likely reflection of their high metabolic and proliferative activity (Carpenter and Bosselut, 2010; Kreslavsky et al., 2012; Nagelreiter et al., 2018). To assess the relationship between translational activity and proteome quality, we stained WT thymocytes with tetraphenylethene maleimide (TMI), a cell-permeable reagent that only fluoresces when bound to free thiol groups typically exposed on misfolded or unfolded proteins (Chen et al., 2017; Hidalgo San Jose et al., 2020). Intriguingly, despite comparable and high protein synthesis rates across DN2 to DN4 thymocytes, we found that DN4 thymocytes displayed markedly lower levels of misfolded/unfolded proteins (Figure 1C). These observations suggested that the DN3-to-DN4 transition, which is initiated by β-selection, is accompanied by induction of proteome quality control mechanisms.

**Figure 1.**
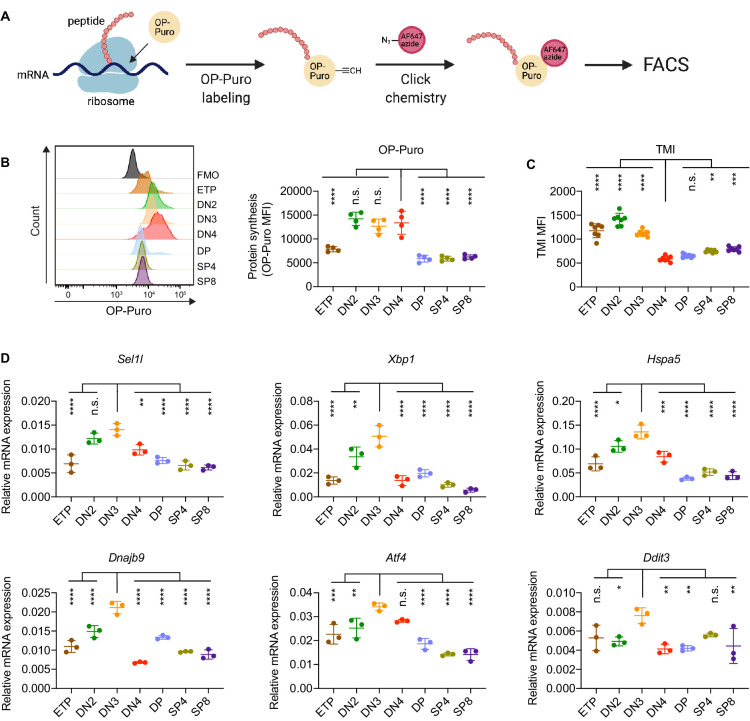
Protein quality control in β-selected thymocytes. (**A**) Schematic of labeling and detection of nascent protein with OP-Puro. OP-Puro (O-propargyl puromycin) is a cell-permeable puromycin analog that is incorporated into the C-terminus of newly synthesized peptide chain. Fluorophore conjugated with Alexa Fluor 647 was then attached to OP-Puro through a copper-catalyzed click chemistry reaction between alkyne and azide group, which quantifies protein synthesis by fluorescence intensity. (**B**) Representative histogram (left) and quantification (right) of OP-Puro incorporation in different thymocyte subsets from 8-week-old wild-type mice. FMO represents AF647 control which is the background from the click chemistry in the absence of OP-Puro. MFI, mean fluorescence intensity. *n* = four mice. (**C**) Quantification of tetraphenylethene maleimide (TMI) fluorescence in different thymocyte subsets from 8-week-old wild-type mice. *n* = seven mice. (**D**) Quantitative RT-PCR analysis of ERAD (*Sel1l*) and UPR-related (*Xbp1*, *Hspa5(Bip)*, *Dnajb9*, *Ddit3* (*Chop*), *Atf4*) genes expression in different thymocyte subsets from 6-week-old wild-type mice. Data are presented relative to *Actb; n* = three mice. (**B–D**), ETP: early T lineage precursor (Lin^-^ CD4^-^ CD8^-^ CD44^+^ CD25^-^ CD117^+^); DN2: double negative two thymocytes (Lin^-^ CD4^-^ CD8^-^ CD44^+^ CD25^+^); DN3: double negative three thymocytes (Lin^-^ CD4^-^ CD8^-^ CD44^-^ CD25^+^); DN4: double negative four thymocytes (Lin^-^ CD4^-^ CD8^-^ CD44^-^ CD25^-^); DP: double positive thymocytes (Lin^-^ CD4^+^ CD8^+^); SP4: CD4 single positive thymocytes (Lin^-^ CD4^+^ CD8^-^); SP8: CD8 single positive thymocytes (Lin^-^ CD4^-^ CD8^+^). Results are shown as mean ± s.d. The statistical signiﬁcance was calculated by one-way ANOVA with Bonferroni test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, n.s., not signiﬁcant. Figure 1—source data 1.Excel file containing numerical values shown in Figure 1.

**Figure 1—figure supplement 1.**
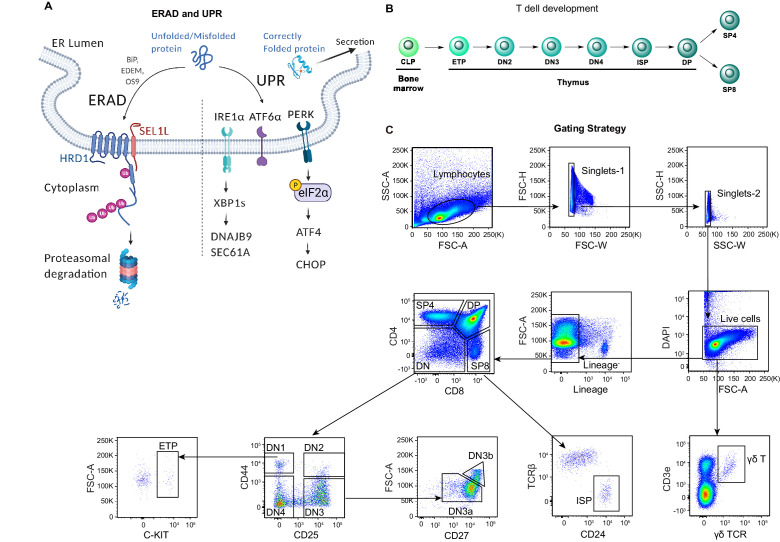
Diagrams and representative flow cytometry gates used in this study. (**A**) Diagram showing two ER quality control machineries: ERAD and UPR. The E3 ubiquitin ligase HRD1 and its adaptor protein SEL1L is the most conserved ERAD complex in mammals. While correctly folded proteins exit the ER, misfolded proteins in the ER are recruited to the SEL1L-HRD1 complex through ER chaperones (such as BiP, EDEM, and OS9), and then retrotranslocated into the cytosol, ubiquitinated and degraded by the proteasome. Failure to clear the misfolded or unfolded proteins in the ER activates the UPR signaling through three ER stress sensors IRE1α, ATF6, and PERK. Upon activation, IRE1α oligomerizes and undergoes *trans*-autophosphorylation to activate its RNase domain, resulting in the removal of 26 nucleotides from unspliced *XBP1* (*XBP1u*) mRNA to produce mature, spliced *XBP1* (*XBP1s*) mRNA. PERK is a serine-threonine kinase. ER stress induces PERK-dependent eIF2α phosphorylation and subsequent increased cap-independent translation of ATF4 and induction of CHOP. (**B**) Schematic diagram of T-cell development in the thymus. CLP: common lymphoid progenitors; ETP: early T lineage precursor (Lin^-^ CD4^-^ CD8^-^ CD44^+^ CD25^-^ CD117^+^); DN2: double negative two thymocytes (Lin^-^ CD4^-^ CD8^-^ CD44^+^ CD25^+^); DN3: double negative three thymocytes (Lin^-^ CD4^-^ CD8^-^ CD44^-^ CD25^+^); DN4: double negative four thymocytes (Lin^-^ CD4^-^ CD8^-^ CD44^-^ CD25^-^); ISP: immature single-positive thymocytes (Lin^-^CD8^+^CD24^+^TCRβ^-^); DP: double positive thymocytes (Lin^-^ CD4^+^ CD8^+^); SP4: CD4 single positive thymocytes (Lin^-^ CD4^+^ CD8^-^); SP8: CD8 single positive thymocytes (Lin^-^ CD4^-^ CD8^+^). (**C**) Representative pseudocolor plots showing the gating strategy to identify different thymocyte subsets in the thymus.

To understand the protein quality control mechanisms operating in thymocytes, we performed quantitative PCR to determine expression of genes encoding ER protein quality control machinery. We found elevated expression of the core ERAD (*Sel1l*) and the UPR (*Xbp1*, *Ddit3 (Chop), Atf4, Dnajb9,* and *Hspa5* (*Bip*)) genes in DN3 thymocytes (Figure 1D). Notably, induction of these genes peaked in the DN3 thymocyte stage in which β-selection is initiated (Takahama, 2006) and preceded the reduction of misfolded/unfolded proteins in DN4 cells. These results prompted us to hypothesize and explore whether β-selection signals induce proteome quality control mechanisms in DN3 cells to enable subsequent stages of thymocyte development.

### The ERAD machinery is required for αβ T cell development

To resolve the ER proteostasis machinery required for the development of thymocytes, we conditionally deleted individual genes encoding key mediators of the UPR (*Xbp1*, *Perk*) and ERAD (*Sel1l*) using the h*CD2*-iCre transgene (Siegemund et al., 2015). In this model, significant Cre activity initiated in ETP thymocytes (Shi and Petrie, 2012; Siegemund et al., 2015) and was efficient in depleting genes in subsequent stages of thymocyte development and mature T cells (Figure 2—figure supplement 1A,B). Deletion of the UPR mediator *Xbp1* or *Perk* had no effect on T cell development as thymic cellularity, numbers of DN, DP, single positive (SP) thymocytes and splenic T cell numbers were comparable in gene-deficient and littermate control animals (Figure 2—figure supplement 1C–J). Similarly, *Vav1-*iCre*-*mediated deletion of *Atf6a* which initiates in bone marrow hematopoietic cell progenitors (Joseph et al., 2013) did not perturb thymocyte development (Figure 2—figure supplement 1K–N).

Strikingly, *CD2*-iCre-mediated deletion of the ERAD core component *Sel1l (Sel1l^flox/flox^;* CD2-iCre mice, hereafter designated as *Sel1l* CKO) resulted in a markedly decreased thymus size and cellularity, with significantly reduced and dispersed medullary regions compared to control littermates (*Sel1l^flox/flox^*; Ctrl) (Figure 2A–D). The reduced thymus cellularity was accompanied by a profound reduction of peripheral T cells in the spleen and lymph nodes from *Sel1l* CKO mice compared to control animal (Figure 2—figure supplement 1O–R). *Sel1l* deletion had no impact on γδ T cells (Figure 2—figure supplement 1S), indicating that within the T-cell lineage, SEL1L is selectively required for αβ T cell development.

**Figure 2.**
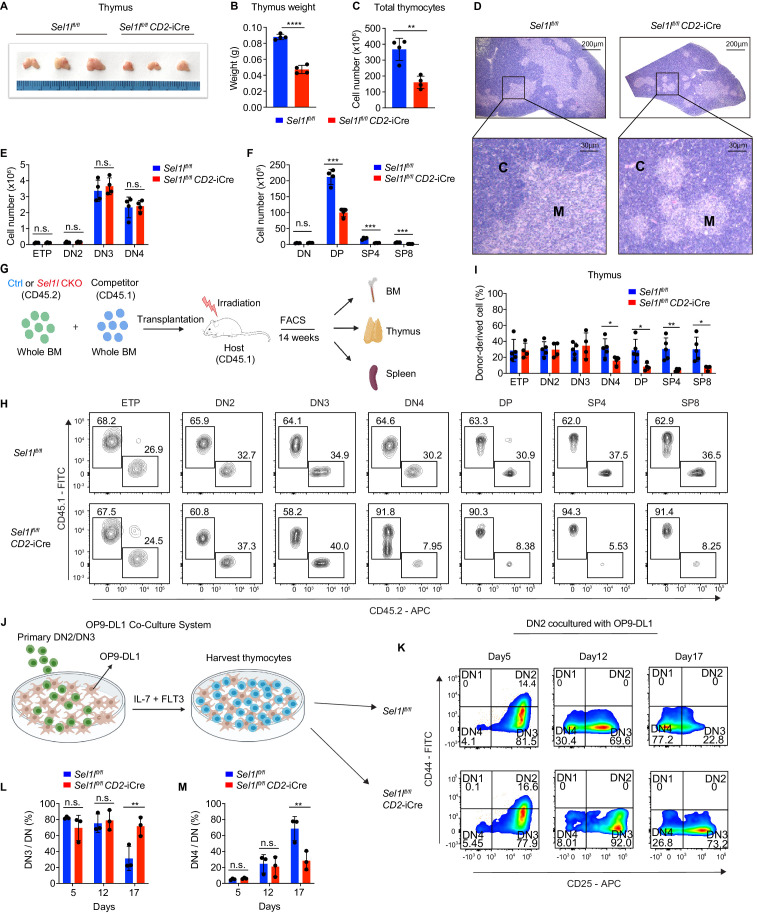
SEL1L is required for αβ T cell development. (**A**) Images of thymus from 6 to 8 week-old control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. *n =* 3. (**B and C**) Thymus weight (**B**) and thymus cellularity (**C**) of age and gender-matched control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. *n* = 4. (**D**) Representative images of H and E staining of thymus from 6~8-week-old control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. Scale bars are indicated. C: Cortex. M: Medulla. (**E and F**) Quantification of cell numbers of the indicated thymocyte subsets in 6- to 8-week-old control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. *n =* 4. (**G**) Schematic depiction of the competitive bone marrow transplantation (BMT) experiment using whole bone marrow cells from control (Ctrl, *Sel1l^flox/flox^*) or *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice as donors. (**H and I**) Representative flow cytometry plots (**H**) and percentage (**I**) of control (Ctrl, *Sel1l^flox/flox^*) or *Sel1l* CKO donor-derived thymocyte subsets in the recipient mice 14 weeks after transplantation. *n* = 4–5. (**J**), Schematic overview of OP9-DL1 cell co-culture system. Sorted DN2 or DN3 cells from control (Ctrl) or *Sel1l* CKO mice were cultured on a monolayer of OP9 -DL1 cells supplemented with IL-7 and Flt3. (**K, L, M**) Representative pseudocolor plots (**K**) and percentage of DN3 (**L**) or DN4 (**M**) in DN thymocytes at indicated time points after in vitro co-culture of equal number of control (Ctrl, *Sel1l^flox/flox^*) or *Sel1l* CKO DN2 cells on OP9-DL1 cells supplemented with IL-7 and Flt3. *n =* 3. Results are shown as mean ± s.d. The statistical signiﬁcance was calculated by two-tailed unpaired t-test (**B, C, E, F, I**) or two-way ANOVA with Bonferroni test (**L, M**). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, n.s., not signiﬁcant. Figure 2—source data 1.Excel file containing numerical values shown in Figure 2.

**Figure 2—figure supplement 1.**
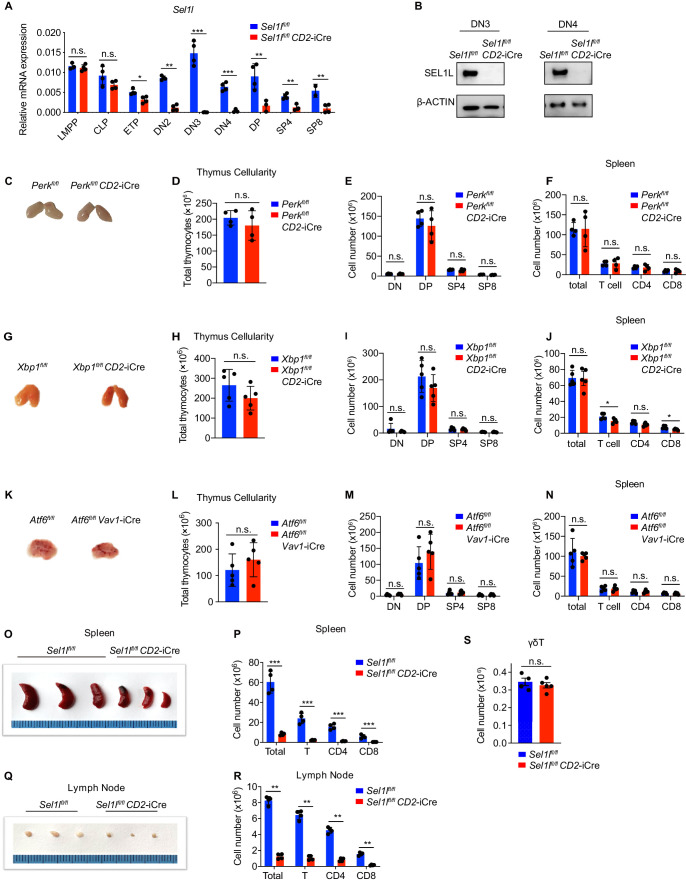
UPR is dispensable for αβ T cell development. (**A**) Quantitative RT-PCR analysis of *Sel1l* expression in murine bone marrow progenitors and different thymocyte subsets from control (Ctrl, *Sel1l^flox/flox^*) or *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. Data are presented relative to *Actb. n* = 4. LMPP: lymphoid-primed multipotent progenitor. (**B**) Western blot analysis of SEL1L protein in sorted DN3 and DN4 thymocytes from Ctrl or *Sel1l* CKO mice. β-ACTIN was used as loading control. The original western blot images are provided in Figure 2—figure supplement 1—source data 1. (**C–F**) Representative images of thymus (**C**), thymus cellularity (**D**), cell numbers of indicated populations in the thymus (**E**) and peripheral splenocyte numbers of indicated populations (**F**) from age and gender-matched control (Ctrl, *Perk^flox/flox^*) or *Perk* CKO (*Perk^flox/flox^; CD2*-iCre) mice. *n* = 4. (**G–J**) Representative images of thymus (**G**), thymus cellularity (**H**), cell numbers of indicated populations in the thymus (**I**) and peripheral splenocyte numbers of indicated populations (**J**) from age and gender-matched control (Ctrl, *Xbp1^flox/flox^*) or *Xbp1* CKO (*Xbp1^flox/flox^; CD2*-iCre) mice. *n* = 3–4. (**K–N**) Representative images of thymus (**K**), thymus cellularity (**L**), cell numbers of indicated populations in the thymus (**M**) and peripheral splenocyte numbers of indicated populations (**N**) from age and gender-matched control (Ctrl, *Atf6^flox/flox^*) and *Atf6^flox/flox^; Vav1-*iCre mice. *n* = 5. (**O**) Images of spleen from 6 to 8 week-old control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. (**P**) Quantification of cell numbers of the indicated populations in the spleen of 6- to 8-week-old control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. (**Q**) Images of the inguinal (left) lymph nodes from 6- to 8-week-old control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. (**R**) Quantification of cell numbers in the lymph nodes of 6- to 8 week-old control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. *n* = 4. (**S**) Quantification of cell numbers of γδ T cells from 6- to 8-week-old control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. Ctrl: *n =* 4. *Sel1l* CKO: *n =* 5. Data are representative of three independent experiments and are shown as mean ± s.d. Two-tailed Student’s t-tests (**A, D–F, H–J, L–N, P, R, S**) was used to calculate p values. n.s., not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Figure 2—figure supplement 1—source data 1.Original western blot images shown in Figure 2—figure supplement 1. Figure 2—figure supplement 1—source data 2.Excel file containing numerical values shown in Figure 2—figure supplement 1.

**Figure 2—figure supplement 2.**
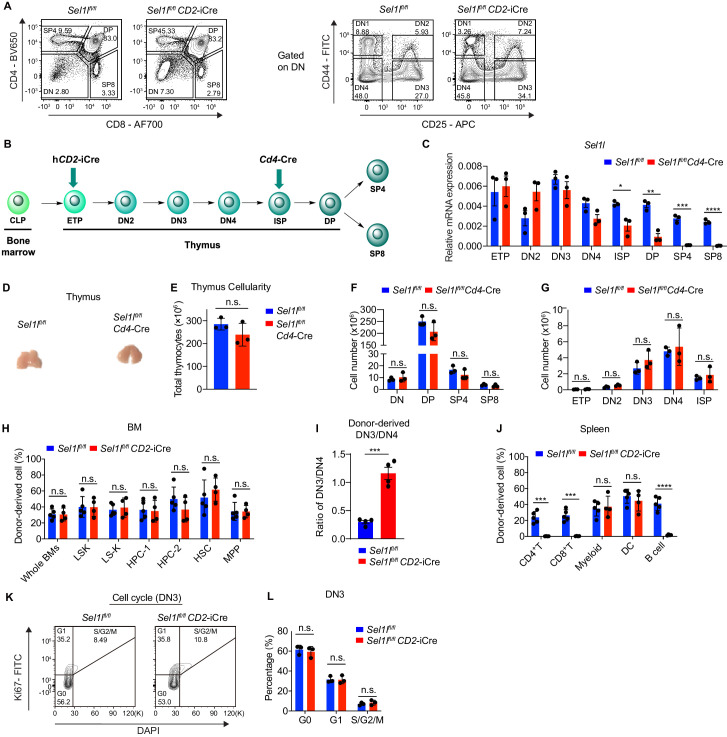
SEL1L is required for DN to DP thymocyte transition following β selection. (**A**) Representative flow cytometry plots of different thymocyte subsets in control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. (**B**) Diagram showing different stages of *CD2*-iCre and *Cd4-Cre* initiated gene depletion during T cell development. (**C**) Quantitative RT-PCR analysis of *Sel1l* in different thymocyte subsets from control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l^flox/flox^; Cd4-*Cre mice. Data are presented relative to *Actb. n* = 3. (**D and E**) Representative images of thymus (**D**) and quantification of thymus cellularity (**E**) in 6- to 8-week-old control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l^flox/flox^; Cd4-*Cre mice. *n* = 3. (**F and G**) Quantification of cell numbers of different thymocyte subsets from control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l^flox/flox^; Cd4*-Cre mice. *n =* 3. (**H**) Percentage of Ctrl or *Sel1l* CKO donor-derived progenitors in the bone marrow of recipient mice 14 weeks after transplantation. *n* = 4–5. (**I**) Quantification of Ctrl or *Sel1l* CKO donor-derived DN3/DN4 ratio. *n =* 4–5. (**J**) Percentage of Ctrl or *Sel1l* CKO donor-derived CD4^+^ T cells, CD8^+^ T cells, myeloid cells, and dendritic cells (DC) in the spleen of recipient mice 14 weeks after transplantation. *n* = 4–5. (**K and L**) Cell cycle analysis of DN3 thymocytes in 6-week-old control (Ctrl) and *Sel1l* CKO mice using Ki67 and DAPI. Representative flow cytometry plots (**K**) and quantification (**L**) are shown. *n* = 3. Data are shown as mean ± s.d. The statistical signiﬁcance was calculated by two-tailed unpaired t-test (**C, E-J**) or Two-way ANOVA with Bonferroni test (**L**). n.s., not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Figure 2—figure supplement 2—source data 1.Excel file containing numerical values shown in Figure 2—figure supplement 2.

### SEL1L is required for DN to DP thymocyte transition following β selection

While *Sel1l* CKO mice had similar numbers of DN thymocytes (Figure 2E and Figure 2—figure supplement 2A), they showed significantly reduced numbers of DP and mature SP thymocytes compared to littermate controls (Figure 2F). This finding suggests that SEL1L functioned during the DN to DP thymocyte transition. To clarify this possibility, we generated and analyzed thymocyte developmental stages in *Sel1l^flox/flox^; Cd4-*Cre mice. Unlike *CD2*-iCre which initiated in ETP (Siegemund et al., 2015), *Cd4*-Cre initiated in immature single-positive (ISP, CD8^+^CD24^+^TCRβ^-^) thymocytes (Gegonne et al., 2018; Kadakia et al., 2019; Xu et al., 2016) and only significantly depleted *Sel1l* in ISPs and later stage thymocytes (Figure 2—figure supplement 2B,C). *Sel1l^flox/flox^; Cd4-*Cre mice exhibited indistinguishable thymic cellularity, immature DN, DP and SP thymocytes numbers from control mice (Figure 2—figure supplement 2D–G). Thus, whereas SEL1L is dispensable for differentiation of post-DN4 thymocytes (i.e. DP, SP, and mature T cells), its expression is critical for DN to DP thymocyte differentiation.

To delineate the DN thymocyte developmental stage at which SEL1L is required, we generated 1:1 mixed bone marrow (BM) chimeras by transplanting equal numbers of whole BM cells from control (*Sel1l^flox/flox^*, CD45.2^+^) or *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre, CD45.2^+^) mice along with congenic (CD45.1^+^) wild-type (WT) competitor BM cells into irradiated CD45.1^+^ recipient mice (Figure 2G). Fourteen weeks after transplantation, control and *Sel1l* CKO donors reconstituted similar numbers of all BM hematopoietic progenitors including Lineage^-^Sca-1^+^c-Kit^+^ (LSK) cells, hematopoietic stem progenitor cells (HSPC), multipotent progenitor (MPP), and myeloid progenitors (Lineage^-^Sca-1^-^c-Kit^+^LS-K) cells (Figure 2—figure supplement 2H). We found substantial defective thymus reconstitution starting from the DN4 stage from *Sel1l*-CKO donors (Figure 2H,I). *Sel1l* CKO-donor-derived DN3 to DN4 ratio was significantly increased compared to controls (Figure 2—figure supplement 2I), suggesting that *Sel1l* depletion compromised the fitness of DN3 thymocytes in which β-selection occurs and impaired their transition to the DN4 stage. The impaired DN thymus reconstitution from *Sel1l* CKO donors was accompanied by severe defects in subsequent donor-derived DP and SP thymocytes (Figure 2H,I), as well as peripheral T cells in the spleen (Figure 2—figure supplement 2J). These data demonstrate a cell-intrinsic requirement of *Sel1l* for DN3 thymocyte progression to later stages of thymocyte differentiation. *Sel1l* deletion also caused significant B cell reconstitution defects (Figure 2—figure supplement 2J), consistent with previous publications showing that SEL1L/HRD1 ERAD is required for B cell development through regulating pre-BCR (Ji et al., 2016; Yang et al., 2018).

To further clarify the requirement for SEL1L in DN3-to-DN4 thymocyte transition during β-selection, we used the in vitro T cell differentiation system of culturing immature thymocytes on monolayers of OP9 stromal cells expressing the Notch ligand Delta-like 1 (OP9-DL1 cells) supplemented with IL-7 and Flt3 ligand (Balciunaite et al., 2005; Holmes and Zúñiga-Pflücker, 2009; Schmitt et al., 2004; Figure 2J). We cultured DN2 thymocytes from control or *Sel1l* CKO mice on OP9-DL1 cells and found that *Sel1l*-deficiency markedly abrogated DN4 thymocyte generation (Figure 2K–M). On day 17 of co-culture, only 31.3% DN3 cells remained in control-derived cells, while more than three-fold DN3 cells (71.6%) were found in *Sel1l* CKO-derived cells (Figure 2K–M), consistent with a block in DN3 to DN4 thymocyte transition. Since only DN3 thymocytes that have successfully undergone β-selection differentiate to the DN4 and DP thymocyte stage, these results reinforce that cell-intrinsic SEL1L activity is required for post β-selection DN thymocyte development.

### SEL1L is required for thymocyte survival at the β-selection checkpoint

Next, we assessed the impact of *Sel1l* deletion on DN thymocyte proliferation and survival, two key outcomes of successful β-selection (Ciofani and Zúñiga-Pflücker, 2005; Kreslavsky et al., 2012). Although BrdU incorporation was similar in control and *Sel1l* CKO DN3 thymocytes, we observed more BrdU incorporation in *Sel1l* CKO DN4 thymocytes than that in control DN4 thymocytes (Figure 3A). In agreement, co-staining for Ki-67 and the DNA dye (DAPI) revealed less *Sel1l* CKO DN4 thymocytes in G0 phase, and more in G1 and S/G2/M phase (Figure 3B,C). *Sel1l* CKO DN3 cells showed similar cell cycle kinetics as control DN3 thymocytes, in line with their normal levels of BrdU incorporation (Figure 2—figure supplement 2K,L). The higher proliferation of endogenous *Sel1l*-deficient DN4 thymocytes may be a compensation for their compromised fitness. This likely explains the paradoxical observation that *Sel1l* CKO donors generated markedly reduced DN4 thymocytes in BM chimeras (Figure 2H,I), yet *Sel1l* CKO mice had comparable DN4 thymocytes as control mice in steady state (Figure 2E).

**Figure 3.**
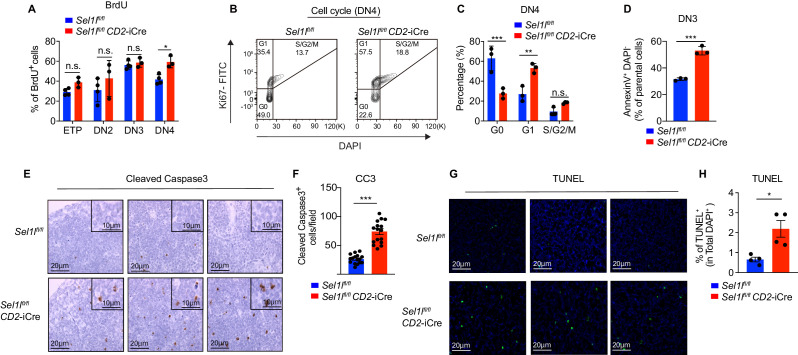
SEL1L is required for thymocyte survival at the β-selection checkpoint. (**A**) Quantification of BrdU incorporation in different thymocyte subsets from 6-week-old control (Ctrl, *Sel1l^flox/flox^*) or *Sel1l* CKO mice. *n =* 3–4. (**B and C**) Cell cycle analysis of DN4 thymocytes in 6-week-old control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) using Ki67 and DAPI. Representative flow cytometry plots (**B**) and quantification (**C**) are shown. *n =* 3. (**D**) Quantification of apoptotic Ctrl or *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) DN3 thymocytes co-cultured with OP9-DL1 cells in vitro for 2 days. *n* = 3. (**E and F**) Representative images (**E**) and quantification (**F**) of cleaved caspase-3 (CC3) positive cells in the thymus of 6- to 8-week-old control (Ctrl, *Sel1l^flox/flox^*) or *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. Sixteen fields were counted at ×20 magnification from 4 Ctrl or *Sel1l* CKO mice. Scale bars are indicated. (**G and H**) Representative images (**G**) and quantification (**H**) of TUNEL positive cells in the thymus of 6- to 8-week-old control (Ctrl, *Sel1l^flox/flox^*) or *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. *n =* 4. Scale bar, 20 μM. Results are shown as mean ± s.d. The statistical signiﬁcance was calculated by two-tailed unpaired t-test (**D, F, H**) or two-way ANOVA with Bonferroni test (**A, C**). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, n.s., not signiﬁcant. Figure 3—source data 1.Excel file containing numerical values shown in Figure 3.

That, despite their higher proliferative status, *Sel1l* CKO DN4 thymocytes failed to progress to DP thymocytes and generate mature T-cells prompted us to ask if *Sel1l* deficiency resulted in apoptosis of β-selected thymocytes. To test this possibility, we cultured equal number of DN3 thymocytes from control or *Sel1l* CKO mice on OP9-DL1 stromal cells and assessed their apoptosis in vitro. Indeed, *Sel1l* CKO DN3 thymocytes showed higher apoptosis measured by proportions of Annexin-V positive cells (Figure 3D). To confirm that *Sel1l*-deficiency resulted in DN thymocyte apoptosis in vivo, we histologically enumerated apoptosis in thymic sections by measuring active Caspase-3 which degrades multiple cellular proteins and is responsible for morphological changes and DNA fragmentation in cells during apoptosis (Bai et al., 2013). Compared to controls, *Sel1l* CKO thymus showed more active Caspase-3 apoptotic cells in the cortex area (Figure 3E,F), which is typically populated by DN thymocytes (Trampont et al., 2010). This observation was further confirmed using TUNEL (terminal deoxynucleotidyl transferase dUTP nick end labeling) staining (Figure 3G,H). Taken together, we concluded that *Sel1l-*deficient β-selected DN3 cells were undergoing apoptosis as they differentiated into DN4 thymocytes.

### Notch directly regulates transcription of ERAD genes

Having established that the SEL1L-ERAD is a crucial proteostasis machinery required for β-selection, we next sought to understand the thymic signals which regulate *Sel1l* expression in DN thymocytes. Because high *Sell1l* expression (Figure 1D) coincided with high levels of Notch1 in DN2 and DN3 thymocytes (Figure 4A), we explored the possibility that Notch ligands might activate the ERAD machinery to enable DN thymocytes to maintain proteostasis during β-selection. Stimulation of the thymoma cell line EL4 with Notch ligand Delta-like 4 (DLL4) (Camelo et al., 2012; Fitzgerald and Greenwald, 1995) induced expression of the genes involved in ERAD including *Sel1l*, *Hrd1*, *Os9,* and *Edem1* as well as SEL1L proteins (Figure 4B,C). Induction of these genes by DLL4 was concomitant with the induction of classical Notch targets like *Hes1*, *Deltex1,* and *Ptcra* (pre-Tα) (Figure 4—figure supplement 1A).

**Figure 4.**
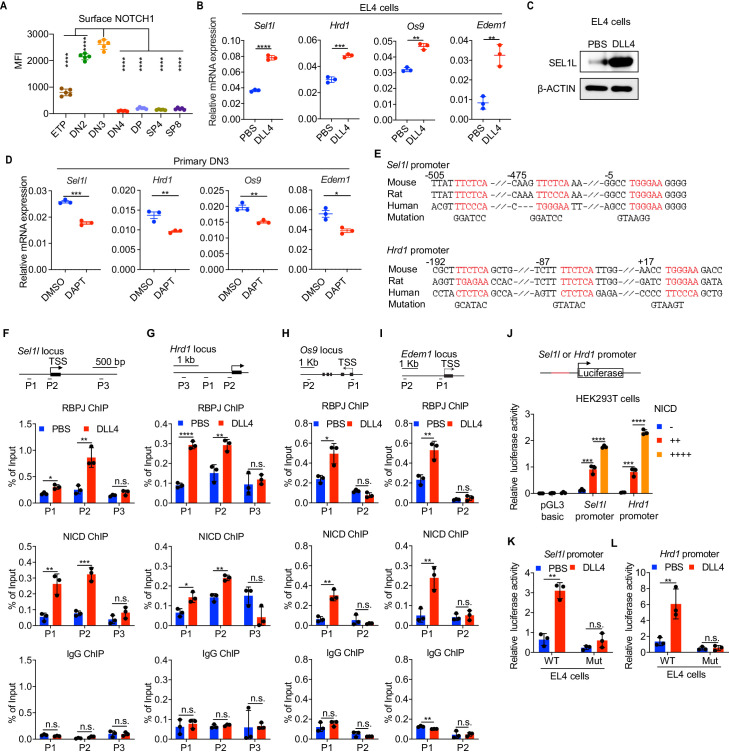
Notch directly regulates transcription of ERAD genes. (**A**) Quantification of surface NOTCH1 levels in different thymocyte subsets from wild-type mice. MFI, mean fluorescence intensity. *n =* four mice. (**B**) Quantitative RT–PCR analysis of ERAD genes (*Sel1l*, *Hrd1*, *Os9*, *Edem1*) expression in EL4 cells after stimulation with 5 μg/ml Delta ligand 4 (DLL4) for 24 hr. Data are presented relative to *Actb. n =* 3. (**C**) Western blot analysis of SEL1L level in EL4 cells after stimulation with Delta ligand 4 (DLL4) for 12 hr. β-ACTIN was used as loading control. The original western blot images are provided in Figure 4—source data 1. (**D**) Quantitative RT–PCR analysis of ERAD genes (*Sel1l*, *Hrd1*, *Os9*, *Edem1*) expression in primary DN3 thymocytes treated with 2 μM γ-secretase inhibitor DAPT for 5 hr. Data are presented relative to *Actb. n =* 3. (**E**) Conserved RBP-J binding motif (Red) within the promoters of *Sel1l* and *Hrd1*. Alignment of the *Sel1l* (Upper) or *Hrd1* (lower) promoter from genomic sequence from human, mouse, and rat. The numbering corresponds to the mouse sequence and is relative to the transcription start site (TSS). Mutations of the RBP-J-binding motifs within *Sel1l* or *Hrd1* promoter luciferase reporters (as in **L**, **M**) are shown. (**F–I**). Upper: Schematic diagram of the ChIP primer (P1–P3) locations across the *Sel1l* (**F**) *Hrd1,* (**G**) *Edem1,* (**H**) or *Os9* (**I**) promoter regions. TSS: transcription start site. Lower: Chromatin extracts from EL4 cells treated with PBS or 5 μg/ml DLL4 for 24 hr were subjected to ChIP using anti-RBP-J antibody, anti-NICD antibody, or normal IgG. Genomic regions of *Sel1l* (**F**), *Hrd1* (**G**), *Edem1* (**H**), or *Os9* (**I**) promoter (as in left panel) were tested for enrichment of RBP-J, NICD or IgG. Data are shown as percentage of input. (**J**) *Sel1l* or *Hrd1* promoter luciferase reporter was co-transfected with empty vector or different doses of NICD into HEK293T cells, and luciferase activity was measured 36 hr after transfection. pGL3 basic was used as control. (**K and L**) Wild-type or mutant (RBP-J motif mutations, as shown in **E**) *Sel1l* (**K**) or *Hrd1* (**L**) promoter luciferase reporter was transfected into EL4 cells which were treated with PBS or 5 μg/ml DLL4 for 24 hr before harvest. Luciferase activity was measured 36 hr after transfection. All luciferase data are presented relative to *Renilla* readings. Data are shown as mean ± s.d. Two-tailed Student’s t-tests (**A, B, D, F-I, K, L**) or one-way ANOVA with Bonferroni test (**J**) were used to calculate p values. n.s., not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Figure 4—source data 1.Original western blot images shown in Figure 4. Figure 4—source data 2.Excel file containing numerical values shown in Figure 4.

**Figure 4—figure supplement 1.**
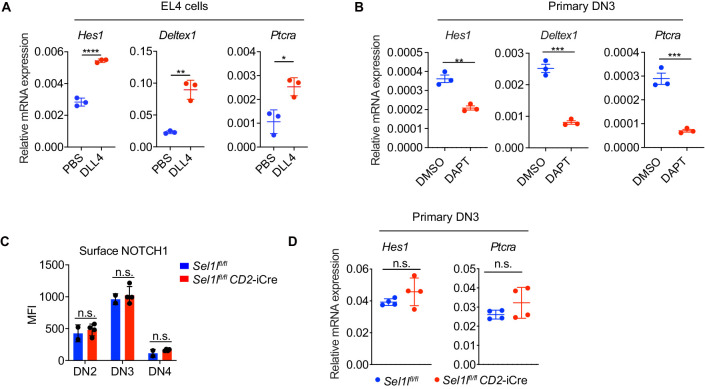
Notch signal regulates ERAD genes expression. (**A**) Quantitative RT-PCR analysis of Notch target genes expression in EL4 cells after stimulation with 5 μg/ml Delta ligand 4 (DLL4) for 24 hr. Data are presented relative to *Actb. n =* 3. (**B**) Quantitative RT-PCR analysis of Notch target genes expression in primary DN3 thymocytes treated with 2 μM γ-secretase inhibitor DAPT for 5 hr. Data are presented relative to *Actb. n =* 3. (**C**) Expression of Notch1 on cell surface of different thymocyte subsets from control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. Ctrl: *n* = 2. *Sel1l* CKO: *n =* 4. (**D**) Quantitative RT-PCR analysis of Notch target genes expression in primary DN3 thymocytes from control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. *n* = 4. Data are shown as mean ± s.d. Two-tailed Student’s t-tests (**A–C**) was used to calculate p values. n.s., not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Figure 4—figure supplement 1—source data 1.Excel file containing numerical values shown in Figure 4—figure supplement 1.

To further determine whether Notch regulates expression of ERAD component genes, we treated freshly isolated primary DN3 thymocytes with the highly specific γ-secretase inhibitor DAPT (N-[N-(3,5-difluorophenacetyl)-L-alanyl]-S-phenylglycine t-butyl ester) that blocks ligand-induced cleavage of the Notch intracellular domain (NICD), preventing its nuclear translocation and subsequent transactivation of the RBP-J transcription factor at target genes (Chen et al., 2019; De Obaldia et al., 2013; Schmitt et al., 2004; Bray, 2016). Indeed, treatment with DAPT significantly reduced expression of Notch target genes *Hes1*, *Deltex1,* and *Ptcra* (Figure 4—figure supplement 1B) and also reduced *Sel1l, Hrd1*, *Os9,* and *Edem1* expression in DN3 thymocytes (Figure 4D). These data demonstrate that Notch signals regulate expression of genes constituting the ERAD machinery.

Analysis of the promoters of the core ERAD genes, *Sel1l* and *Hrd1*, revealed conserved binding sites for RBP-J (Figure 4E), the DNA binding partner and master transcription factor of the NICD transactivation complex (Castel et al., 2013; Tanigaki and Honjo, 2007). To interrogate how Notch regulates the ERAD gene components, we performed chromatin immunoprecipitation and qPCR of target DNA (ChIP-qPCR) experiments in EL4 cells. DLL4 stimulation of Notch signaling significantly induced NICD and RBP-J bindings at the promoters of *Sel1l*, *Hrd1*, *Os9,* and *Edem* (Figure 4F–I).

We cloned the *Sel1l* and *Hrd1* promoters containing the RBP-J-binding sites into the pGL3 firefly luciferase reporter and tested the regulation of these promoters by Notch. When co-transfected with promoter luciferase reporters into HEK293T cells, NICD potently induced both *Sel1l* and *Hrd1* promoter activity in a dose-dependent manner (Figure 4J). In agreement, DLL4 stimulation of Notch signaling in EL4 cells also substantially activated *Sel1l* and *Hrd1* promoter activity (Figure 4K,L). Importantly, mutation of the RBP-J-binding sites abolished DLL4-driven induction of *Sel1l* or *Hrd1* luciferase reporter activity (Figure 4K,L). These data indicate that Notch signaling directly regulates expression of SEL1L ERAD machinery. Interestingly, although ERAD is known to regulate surface receptor expression in a substrate-specific manner (van den Boomen and Lehner, 2015; Xu et al., 2020), *Sel1l* deletion did not affect surface Notch1 protein levels in DN thymocyte populations (Figure 4—figure supplement 1C). Similarly, SEL1L had little impact on the expression of Notch target genes *Hes1* and *Ptcra* in DN3 thymocytes (Figure 4—figure supplement 1D). These results not only suggest that ERAD does not regulate Notch signaling per se but also imply that thymocyte β-selection defects in *Sel1l CKO* mice were not due to failure in Notch signal transduction.

### SEL1L is not required for pre-TCR signaling

The *Tcrb* allele is rearranged in DN2/DN3 thymocytes and the resulting TCRβ protein pairs with pre-Tα and CD3 complex proteins to form the pre-TCR which, together with Notch, transduces β-selection signals and promotes survival, proliferation and further differentiation of DN3 thymocytes (Ciofani et al., 2004; Michie and Zúñiga-Pflücker, 2002; Sambandam et al., 2005). DN3 thymocytes that fail to undergo productive recombination of the *Tcrb* locus fail β-selection, do not complete the DN4-DP transition and are eliminated by apoptosis (Ciofani et al., 2004). Therefore, to understand how SEL1L regulates β-selection thymocyte survival and the resulting DN-to-DP transition, we first asked whether *Sel1l*-deficiency caused defective V(D)J recombination. Genomic DNA analysis of *Sel1l*-deficient DN3 and DN4 thymocytes showed that recombination of *Vb5-Jb2*, *Vb8-Jb2*, and *Vb11-Jb2* gene segments were not altered (Figure 5—figure supplement 1A), indicating that *Sel1l* deficiency does not affect *Tcrb* gene rearrangement.

Next, we asked whether SEL1L regulates the expression and signaling of the pre-TCR complex. Expression of intracellular TCRβ in pre-selected DN3a, post-selected DN3b and DN4 cells was comparable between control and *Sel1l* CKO mice (Figure 5—figure supplement 1B,C). *Sel1l* deletion also had no impact on the expression of pre-TCR signaling intermediates including LCK and ZAP-70 in DN3 and DN4 thymocytes (Figure 5—figure supplement 1D).

To further evaluate whether the *Sel1l* CKO mice phenotype was due to defective pre-TCR signaling, we introduced the MHCII-restricted TCR-β transgene OT-II into *Sel1l* CKO mice. As previously reported (Kim et al., 2014; Marquis et al., 2014), expression of TCR transgenes like OT-II in early DN thymocytes can rescue β-selection defects caused by defective pre-TCR expression or signaling. However, the OT-II TCR transgene did not rescue T cell development in OT-II. *Sel1l* CKO mice which showed a >80% decrease in thymic cellularity, DP and SP thymocytes (Figure 5—figure supplement 1E–G). In addition, OT-II TCR failed to rescue impaired DN3 to DN4 thymocyte transition resulting from *Sel1l* deficiency as DN4 thymocytes were decreased ~60% in OT-II. *Sel1l* CKO mice compared to littermate controls (Figure 5—figure supplement 1H). Taken together, these data implied that β-selection defects in *Sel1l* CKO mice were not due to defects in pre-TCR expression or signaling.

### *Sel1l*-deficiency triggers unresolved ER stress during β-selection

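RNA was sequenced from CD4 and CD8 double-negative stage 3 (DN3) thymocytes sorted from 6-week-old mice, with 4 libraries from control mice (Sel1l flox/flox) and 4 from Sel1l CKO mice, in which a CD2-driven iCre recombinase deletes the floxed Sel1l alleles in early thymocytes. The authors aligned the reads to the mouse genome, counted them on protein-coding genes and deposited the result as RPKM, the reads counted on a gene scaled to its length and to the size of the library. The table holds 16538 genes, of which 682 were at 0 in all 8 libraries. The steps between low values fit a gene length that runs from the first to the last base of the gene with introns included, since with these spans 11773 genes (75.3% of those with a span and a value) came out as whole reads in every library, against 3.2% with the length of the exons. Genes with long introns therefore carry lower RPKM values than they would on exon length. From the recovered steps, the reads counted on genes were 40654111, 47778588, 35191350 and 37727814 in control replicates 1 to 4 (median 39190962.5) and 37870182, 50401358, 32909476 and 32900251 in Sel1l CKO replicates 1 to 4 (median 35389829).

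For the comparison of genotypes, RPKM values were transformed to log2 with a pseudocount of 0.1, genes with a mean RPKM of at least 1 over the 8 libraries were kept (6512 genes), and each was tested with limma's moderated test with a mean-variance trend and Benjamini-Hochberg adjustment, two-sided. Errors of RPKM values are SD over 4 libraries. Sel1l itself (ENSMUSG00000020964.14, chromosome 12 of GRCm38, 91806043 to 91849157, minus strand) was at 1.83, 1.66, 1.61 and 1.57 RPKM in control replicates 1 to 4 and at 0.917, 0.876, 1.32 and 1.23 RPKM in Sel1l CKO replicates 1 to 4. Its mean was 1.67 ± 0.114 RPKM (SD, n = 4) in control and 1.09 ± 0.222 RPKM (SD, n = 4) in Sel1l CKO, which is 65.1% of control. The log2 fold change was -0.59 (standard error 0.13, limma adjusted p = 0.0327), and every Sel1l CKO library lay below every control library (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). With a pseudocount of 1 the log2 fold change was -0.36. The adjusted p of Sel1l moved most when control replicate 1 was left out, to 0.0984. These reads are counted over the whole gene, so transcript that lacks only the deleted part still counts.

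In a principal component analysis of the tested genes, the first component (48.4% of the variance) separated the genotypes and the second (22.1%) set Sel1l CKO replicates 3 and 4 apart from the other libraries. Replicates 3 and 4 also differed from replicates 1 and 2 across genotypes, with 87 genes at a limma adjusted p under 0.05 when genotype was in the model, 83 of them higher in replicates 3 and 4. That number ran from 44 to 472 when 1 library was left out, with 472 without control replicate 4. Neither the sample labels nor the paper's text name a batch. Each of these sets holds 2 libraries of each genotype, so the genotype difference can be read within each one. The log2 fold change of Sel1l was -0.89 within replicates 1 and 2 and -0.30 within replicates 3 and 4.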

To understand the molecular mechanism by which SEL1L ERAD regulates thymocyte survival and differentiation at β-selection, we performed RNA-seq on control and *Sel1l* CKO DN3 thymocytes. The most upregulated pathways in *Sel1l* CKO DN3 thymocytes were ER stress response and the UPR, including both IRE1α and PERK pathways (Figure 5A,B). 

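Of the 6512 genes tested, 161 were higher in Sel1l CKO DN3 thymocytes at a limma adjusted p under 0.05 and a log2 fold change over 0.59. These genes were set against the mouse Reactome collection that comes with the fgsea package, with the tested genes as the background, because the Gene Ontology library of the paper was not used here. One-sided Fisher's exact tests over the 853 sets with 5 to 500 tested genes gave 30 sets with an adjusted p under 0.05, and 43 at an unadjusted p under 0.05. The lowest adjusted p was that of asparagine N-linked glycosylation (18 of its 55 genes, Fisher's exact test, adjusted p = 2.6e-13). The set named IRE1alpha activates chaperones ranked 5 by p (5 of 8 genes, Fisher's exact test, adjusted p = 6.5e-05), and the set named Unfolded Protein Response ranked 11 (5 of 11 genes, Fisher's exact test, adjusted p = 2.8e-04). SRP-dependent cotranslational protein targeting to membrane held 13 higher genes among 102 (Fisher's exact test, adjusted p = 1.2e-04). Synthesis and interconversion of amino acids held 5 of 13 (Fisher's exact test, adjusted p = 6.2e-04). Many of these sets share genes, so their number does not count separate pathways. With a mean RPKM of at least 5 in place of 1, the alternative that moved the number of sets most, 11 sets passed.

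Among the genes of Figure 5A, Sdf2l1 (ENSMUSG00000022769.9, chromosome 16 of GRCm38, 17130138 to 17132383) rose from 20.6 ± 0.932 to 118 ± 10.1 RPKM (SD, n = 4 each), a log2 fold change of 2.51 (standard error 0.07, limma adjusted p = 4.2e-07). Trib3 (ENSMUSG00000032715.9, chromosome 2, 152337422 to 152344032) rose from 0.0854 ± 0.0399 to 4.62 ± 3.5 RPKM (SD, n = 4 each), a log2 fold change of 4.39 (standard error 0.48, limma adjusted p = 5.8e-04), and the wide SD comes from Sel1l CKO replicate 2 at 9.58 RPKM. With a control level under the pseudocount of 0.1, the size of this rise is set in part by the pseudocount, and it was 2.17 with one of 1 and 5.40 with one of 0.01. For both genes, every Sel1l CKO library lay above every control library. Transcripts of the sensors themselves moved less. Eif2ak3, which encodes PERK, had a log2 fold change of 0.58 (standard error 0.12, limma adjusted p = 0.0238), and Ern1, which encodes IRE1α, was at 0.738 ± 0.0224 RPKM in control and 0.688 ± 0.0873 RPKM in Sel1l CKO (SD, n = 4 each), below the mean RPKM needed for the test (exact permutation test, two-sided, p = 0.343).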

Gene set enrichment analysis (GSEA) also revealed enriched ER stress response in *Sel1l* CKO thymocytes (Figure 5C–E). These signatures hinted at elevated ER stress in *Sel1l* CKO DN3 thymocytes. 

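The paper's gene set collection was not used here. Instead, 14 gene lists fixed beforehand, each with at least 5 tested genes, were tested with fgsea on all tested genes ranked by the sign of the log2 fold change times -log10 of the limma adjusted p. The unfolded protein response list (78 tested genes) had a normalized enrichment score of 2.54 (fgsea adjusted p = 2.6e-18), with 64 genes higher in Sel1l CKO, a median log2 fold change of 0.24, and 32 genes past a limma adjusted p of 0.05 upward against 1 downward, Tpp1. The IRE1-XBP1 list (43 tested genes) had a score of 2.29 (fgsea adjusted p = 3.0e-09), with 38 genes higher and a median of 0.36. The PERK list (29 tested genes) had a score of 2.11 (fgsea adjusted p = 1.9e-06), with 21 genes higher, a median of 0.13 and 8 genes past the limma threshold. The ATF6 list (17 tested genes) had a score of 2.19 (fgsea adjusted p = 1.2e-09), with 14 genes higher and a median of 1.34.

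Of these lists, 31, 21, 7 and 11 tested genes are shared with the genes of Figure 5A, which the study chose as differentially expressed in these same libraries. The 31 are all the tested genes of that figure, so the IRE1-XBP1, PERK and ATF6 lists hold some of them in common. The results of these lists are therefore not separate evidence for each branch. Leaving the Figure 5A genes out takes away genes that rose, so a weaker result is expected whatever the rest of a list does. One over 0.05 does not count against the list. Without them the adjusted p was 0.0182 for the unfolded protein response list, 0.525 for the IRE1-XBP1 list (score 0.96), 0.0318 for the PERK list and 0.0182 for the ATF6 list. fgsea permutes genes and not libraries. limma's fry, which tests across libraries, gave adjusted p values of 1.9e-06, 1.4e-04, 4.0e-04 and 1.9e-06 for these lists in the same order. The camera test gave 1.0e-20, 6.7e-16, 1.8e-06 and 4.3e-19 with a preset correlation of 0.01 between genes. With the correlation estimated from the libraries, camera kept the unfolded protein response list (adjusted p = 0.0136) and the ATF6 list (0.0157) under 0.05, and not the IRE1-XBP1 list (0.0693) or the PERK list (0.0720). Within replicates 1 and 2 the median log2 fold changes of the lists were 0.27, 0.27, 0.24 and 1.36, and within replicates 3 and 4 they were 0.27, 0.42, 0.01 and 1.27.

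**Figure D1:**
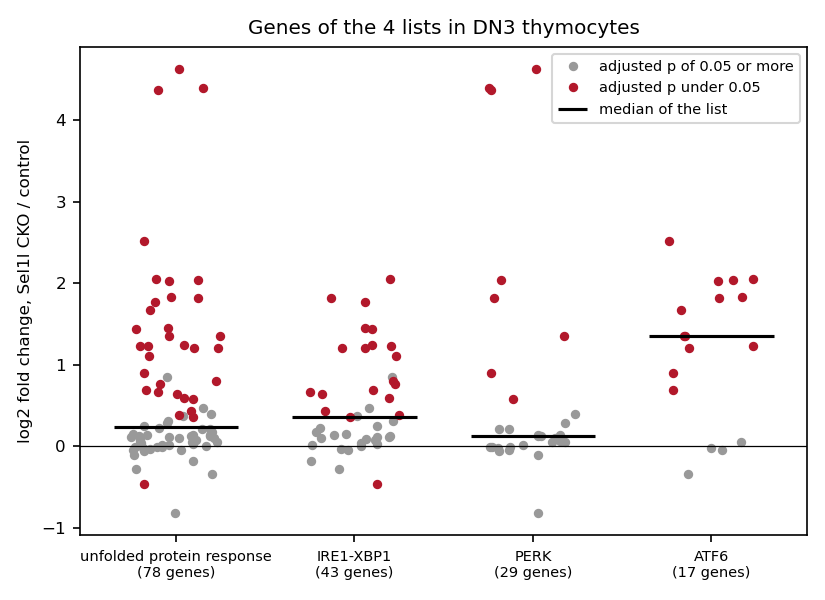
Log2 fold change between Sel1l CKO and control DN3 thymocytes (vertical axis) of each tested gene of the unfolded protein response, IRE1-XBP1, PERK and ATF6 lists, with horizontal bars at the median of each list. Red points have a limma adjusted p under 0.05, and in the PERK list 8 of 29 genes do while most of the others lie near 0.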

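Further lists of the secretory pathway were tested in the same way. The ATF4 target list had a normalized enrichment score of 2.41 (fgsea adjusted p = 1.3e-14), with 29 of 30 genes higher in Sel1l CKO. The lists for ER-Golgi transport (score 2.42, fgsea adjusted p = 1.9e-13, 35 of 38 genes higher), N-glycosylation (score 2.27, fgsea adjusted p = 1.3e-09, 22 of 26 genes higher) and ERAD (score 2.05, fgsea adjusted p = 9.1e-06, 15 of 21 genes higher) moved in the same direction. Of these, N-glycosylation stayed under 0.05 when camera estimated the correlation between genes (adjusted p = 0.0299), and the ATF4 targets (0.0737), ER-Golgi transport (0.0503) and ERAD (0.108) did not. The cytosolic heat shock list went the other way, with a score of -2.43 (fgsea adjusted p = 4.1e-08) and 1 of 18 genes higher. Its adjusted p was 0.120 when camera estimated the correlation and 0.0152 with fry.

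Single genes of these lists differed by more than the spread between libraries. Hspa5 (ENSMUSG00000026864.13, chromosome 2 of GRCm38, 34771970 to 34777547), which encodes the ER chaperone BIP, was at 107 ± 20.9 RPKM in control and 376 ± 49.5 RPKM in Sel1l CKO (SD, n = 4 each), a log2 fold change of 1.82 (standard error 0.15, limma adjusted p = 1.1e-04). Ddit3, which encodes the transcription factor CHOP, was at 2.80 ± 0.690 and 7.19 ± 1.14 RPKM (SD, n = 4 each), a log2 fold change of 1.34 (standard error 0.18, limma adjusted p = 0.00178). From the RNA-seq signatures, the paper proposes that ER stress was elevated in Sel1l CKO DN3 thymocytes.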

Consistent with elevated ER stress, flow cytometry quantification of ER tracker dye staining indicated significant ER expansion in *Sel1l* CKO DN3 cells compared to control thymocytes (Figure 5F,G).

**Figure 5.**
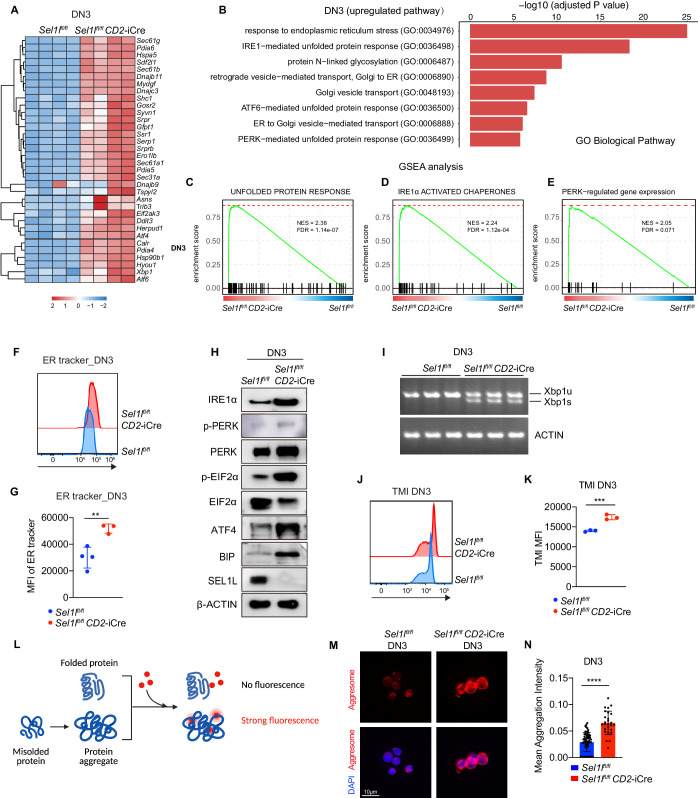
*Sel1l*-deficiency triggers unresolved ER stress during β-selection. (**A**) Heatmap showing differentially expressed genes from the RNA-seq analysis of DN3 thymocytes sorted from control (Ctrl, *Sel1l^flox/flox^*) or *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. *n =* 4. (**B**) Gene Ontology (GO) analysis of the most significantly upregulated pathways in *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) DN3 thymocytes compared with control (Ctrl, *Sel1l^flox/flox^*) DN3 thymocytes. (**C–E**) Plots from GSEA analysis showing enrichment of Unfolded Protein Response (**C**), IRE1α (**D**), and PERK (**E**) pathways in *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) DN3 thymocytes compared to control (Ctrl, *Sel1l^flox/flox^*) DN3 thymocytes. (**F and G**) Representative histogram (**F**) and quantification(**G**) of ER-tracker staining in DN3 thymocytes sorted from control (Ctrl, *Sel1l^flox/flox^*) and *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. Ctrl: *n* = 4; *Sel1l* CKO: *n =* 3. MFI, mean fluorescence intensity. (**H**) Western blot analysis of UPR pathway markers in primary DN3 thymocytes sorted from 6-week-old Ctrl or *Sel1l* CKO mice. β-ACTIN was used as loading control. The original western blot images are provided in Figure 5—source data 1. (**I**) PCR analysis of XBP1-splicing in DN3 thymocytes sorted from Ctrl or *Sel1l* CKO mice. Xbp1u: Unspliced Xbp1; Xbp1s: Spliced Xbp1. ACTIN was used as loading control. The original gel images are provided in Figure 5—source data 2. (**J and K**) Representative histogram (**J**) and quantification (**K**) of unfolded/misfolded protein level measured by TMI in DN3 thymocytes sorted from Ctrl or *Sel1l* CKO mice. *n* = 3. (**L**) Schematic illustration of labeling and detection of misfolded and aggregated proteins with ProteoStat dye. (**M and N**) Representative images (**M**) and quantification (**N**) of protein aggregation measured by ProteoStat Protein Aggregation Detection Kit in primary DN3 thymocytes sorted from three pooled Ctrl or *Sel1l* CKO mice. Results are shown as mean ± s.d. Two-tailed Student’s t-tests (**G, K, N**) was used to calculate p values. **p < 0.01, ***p < 0.001, ****p < 0.0001. Figure 5—source data 1.Original western blot images shown in Figure 5. Figure 5—source data 2.Original gels images shown in Figure 5. Figure 5—source data 3.Excel file containing numerical values shown in Figure 5.

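Figure 5A shows 34 genes, of which 31 had a mean RPKM of at least 1. Of these, 29 had a limma adjusted p under 0.05, all higher in Sel1l CKO, and 25 also had a log2 fold change over 0.59. Adjusted over the list alone, 30 were under 0.05. In 33 of the 34 genes every Sel1l CKO library lay above every control library. The study chose the genes on these libraries, so these counts are not independent evidence. The log2 fold changes of the tested genes ran from 0.36 for Gosr2 to 4.39 for Trib3, with a median of 1.21. The genes past the adjusted p with a smaller change were Gosr2 (0.36), Shc1 (0.37), Srpr (0.42) and Eif2ak3 (0.58). Their adjusted p rose over 0.05 in 5, 7, 4 and 4 of the 8 fits that each left out 1 library, in the same order. That of Xbp1 (log2 fold change 0.69, limma adjusted p = 0.0164) rose to 0.0516 without control replicate 1.

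Dnajb9 and Tspyl2 did not pass. Dnajb9 (ENSMUSG00000014905.4, chromosome 12 of GRCm38, 44205559 to 44210326) was at 3.97, 3.65, 13.1 and 6.91 RPKM in control replicates 1 to 4 and at 5.31, 5.74, 13.0 and 12.2 RPKM in Sel1l CKO replicates 1 to 4, a log2 fold change of 0.46 (standard error 0.44, limma adjusted p = 0.575). Tspyl2 (ENSMUSG00000041096.13, chromosome X, 152336852 to 152342425) had a log2 fold change of 0.85 (standard error 0.25, limma adjusted p = 0.0978), and with array weights its adjusted p was 0.00243. Ero1lb, Pdia5 and Atf6 were below a mean RPKM of 1, where the length with introns places long genes, and were not tested. Their RPKM values rose from 0.204 ± 0.0227 to 0.822 ± 0.141, from 0.0856 ± 0.0123 to 0.347 ± 0.0797 and from 0.136 ± 0.0115 to 0.264 ± 0.0542 (SD, n = 4 each). In each of them every Sel1l CKO library lay above every control library (exact permutation test, two-sided, p = 0.0286).

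**Figure D2:**
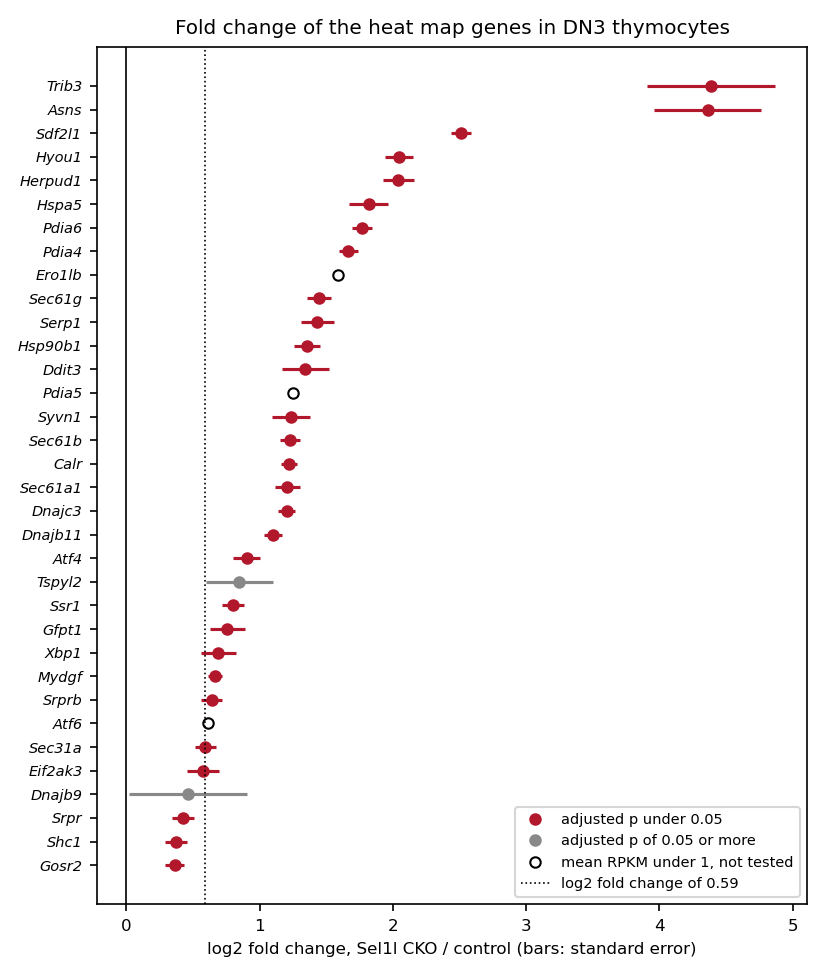
Log2 fold change (horizontal axis) between Sel1l CKO and control DN3 thymocytes of the 34 genes of Figure 5A, 4 libraries per genotype, with bars of 1 standard error from limma and a dotted line at 0.59. The tested genes lie between 0.36 and 4.39, and the bars of Dnajb9 and Tspyl2, in grey, are wide.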

**Figure 5—figure supplement 1.**
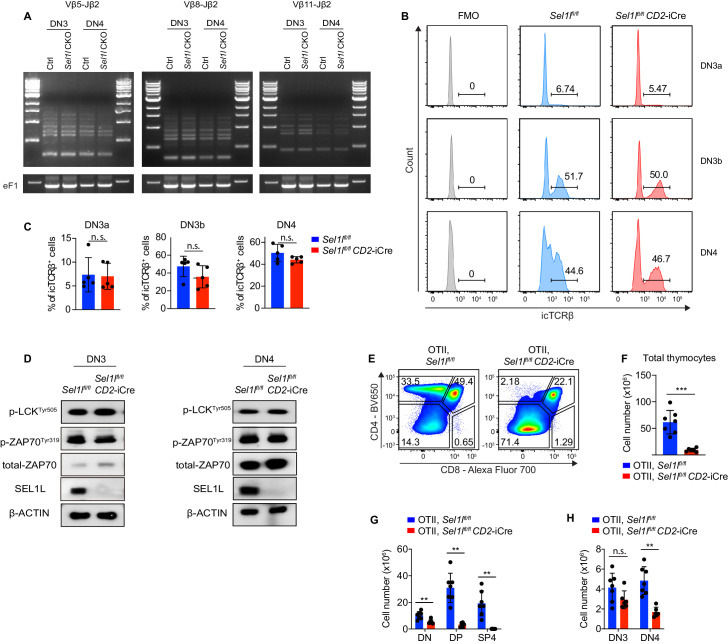
SEL1L is not required for TCRβ gene rearrangement and pre-TCR signaling. (**A**) PCR analysis of *Vβ5-Jβ2*, *Vβ8-Jβ2*, and *Vβ11-Jβ2* gene rearrangements using genomic DNA of DN3 and DN4 thymocytes sorted from control (Ctrl, *Sel1l^flox/flox^*) or *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) mice. The original gel images are provided in Figure 5—figure supplement 1—source data 1. (**B and C**) Representative flow cytometry plots (**B**) and quantification (**C**) of intracellular TCRβ positive cells in DN3a, DN3b and DN4 thymocytes from Ctrl or *Sel1l* CKO mice. *n* = 5. (**D**) Western blot analysis of the expression of proteins involved in pre-TCR signaling in primary DN3 and DN4 thymocytes sorted from Ctrl or *Sel1l* CKO mice. β-ACTIN was used as loading control. The original western blot images are provided in Figure 5—figure supplement 1—source data 2. (**E–H**) Representative pseudocolor plots (**E**) quantification of total thymocytes (**F**) and cell numbers of indicated populations (**G and H**) from OT-II.Ctrl (*OT-II; Sel1l^flox/flox^*) or OT-II. *Sel1l* CKO (*OT-II; Sel1l^flox/flox^; CD2*-iCre) mice. OT-II.Ctrl: *n* = 7. OT-II. *Sel1l* CKO: *n* = 6. Data are shown as mean ± s.d. Two-tailed Student’s t-tests (**C, F–H**) was used to calculate p values. n.s., not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Figure 5—figure supplement 1—source data 1.Original gels images shown in Figure 5—figure supplement 1. Figure 5—figure supplement 1—source data 2.Original western blot images shown in Figure 5—figure supplement 1. Figure 5—figure supplement 1—source data 3.Excel file containing numerical values shown in Figure 5—figure supplement 1.

**Figure 5—figure supplement 2.**
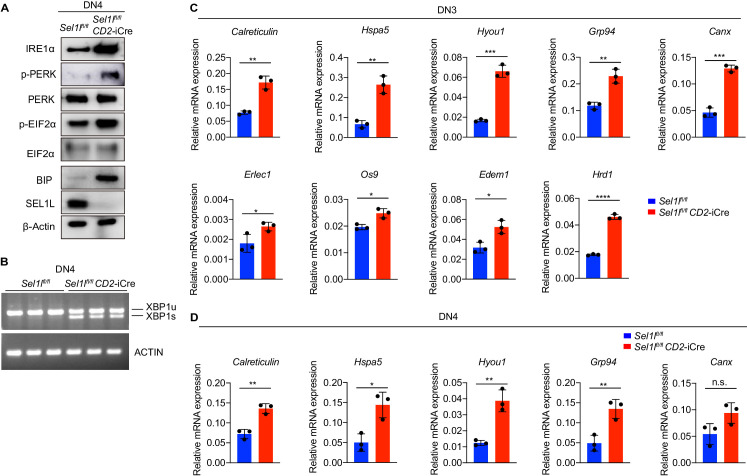
*Sel1l* knockout induces ER stress. (**A**) Western blot analysis of UPR pathway markers in primary DN4 thymocytes sorted from 6-week-old Ctrl or *Sel1l* CKO mice. β-ACTIN was used as loading control. The original western blot images are provided in Figure 5—figure supplement 2—source data 1. (**B**) PCR analysis of XBP1-splicing in DN4 thymocytes sorted from Ctrl or *Sel1l* CKO mice. Xbp1u: Unspliced Xbp1; Xbp1s: Spliced Xbp1. ACTIN was used as loading control. The original gel images are provided in Figure 5—figure supplement 2—source data 2. (**C and D**) Quantitative RT-PCR analysis of ER chaperone genes expression in DN3 (**C**) and DN4 (**D**) thymocytes sorted from 6-week-old Ctrl or *Sel1l* CKO mice. Data are presented relative to *Actb. n* = 3. Data are shown as mean ± s.d. Two-tailed Student’s t-tests was used to calculate p values. n.s., not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Figure 5—figure supplement 2—source data 1.Original western blot images shown in Figure 5—figure supplement 2. Figure 5—figure supplement 2—source data 2.Original gels images shown in Figure 5—figure supplement 2. Figure 5—figure supplement 2—source data 3.Excel file containing numerical values shown in Figure 5—figure supplement 2.

To further ascertain the induction of ER stress following *Sel1l* deletion, we sorted DN3 and DN4 thymocytes from control or *Sel1l* CKO mice and examined the activation of all three UPR branches. We found a significant increase in IRE1α proteins and in the splicing of its substrate *Xbp1* in *Sel1l* CKO thymocytes (Figure 5H,I and Figure 5—figure supplement 2A,B). We also observed increased PERK and eIF2α phosphorylation as well as increased ATF4 and BIP proteins in *Sel1l* CKO DN3 thymocytes (Figure 5H). Various ER chaperones, including *Calreticulin*, *Grp94 (Hsp90b1)*, *Hspa5(Bip), Hyou1*, and *Canx*, and other members of ERAD pathway were markedly upregulated in *Sel1l* CKO DN3 and DN4 thymocytes (Figure 5—figure supplement 2C,D). These data indicate that *Sel1l* deletion triggers ER stress leading to activation of all three UPR branches in DN thymocytes.

As ERAD alleviates proteotoxic stress by promoting the degradation of misfolded or unfolded proteins, we hypothesized that loss of SEL1L increased proteotoxic stress during β-selection. Indeed, we found that *Sel1l* CKO DN3 thymocytes exhibited significantly higher staining for misfolded/unfolded proteins with TMI (Figure 5J,K). We also employed proteostat, a molecular rotor dye, to examine protein aggregation in DN3 thymocytes. The proteostat dye specifically intercalates into the cross-beta spine of quaternary protein structures typically found in misfolded and aggregated proteins, which inhibits the dye’s rotation and leads to a strong fluorescence (Figure 5L). *Sel1l* CKO DN3 thymocytes displayed more protein aggregates compared with control thymocytes (Figure 5M,N). Collectively, these results corroborate that DN thymocytes lacking SEL1L accumulate misfolded/unfolded proteins leading to proteotoxic stress that then trigged the UPR and eventually apoptosis.

### PERK signaling drives β-selected thymocyte apoptosis in *Sel1l* CKO mouse

To determine whether upregulation of the UPR contributed to post-β-selected thymocyte apoptosis and the *Sel1l* CKO mouse phenotype, we generated *Sel1l/Xbp1* double-knockout (*Sel1^flox/flox^.Xbp1^flox/flox^.CD2*-iCre), and *Sel1l/Perk* double-knockout (*Sel1^flox/flox^.Perk^flox/flox^.CD2*-iCre) mice. Deletion of *Xbp1* in *Sel1l* CKO mice did not rescue thymocyte development (Figure 6—figure supplement 1A). In fact, *Sel1l/Xbp1* double-knockout (DKO) mice showed more severe thymocytes development defects including a more than 95% loss in thymus cellularity and DP thymocyte numbers (Figure 6—figure supplement 1A). The DN3 and DN4 thymocytes from *Sel1l/Xbp1* DKO exhibited much more *Chop* expression (Figure 6—figure supplement 1B). These data suggest that induction of the IRE1α/XBP1 pathway functions as a compensatory adaptative pathway to restrain *Sel1l*-deficiency induced ER stress.

In contrast to deletion of *Xbp1*, we found that deletion of *Perk* significantly rescued the *Sel1l* CKO mouse phenotype evident in the near complete restoration of thymus cellularity, DP and SP thymocyte cell numbers (Figure 6A,B). *Perk* deletion also restored peripheral T cells in spleen and lymph nodes compared to *Sel1l* CKO mice (Figure 6C–F). Consistent with the rescue, *Perk* deletion significantly reduced *Sel1l*-deficiency induced *Chop* induction (Figure 6G) and thymocyte apoptosis (Figure 6H,I) and restored normal cell cycle kinetics to *Sel1l* CKO DN4 thymocytes (Figure 6—figure supplement 1C). As *Perk* deficiency alone had no effect on T cell development (Figure 6A–I), these results indicate that activated PERK signaling contributed to the apoptosis of DN3/DN4 thymocytes that impaired β-selection in *Sel1l* CKO mice. Collectively, we conclude that SEL1L-ERAD promotes β-selected DN thymocyte differentiation by maintaining ER proteostasis and suppressing ER stress-induced cell death through the PERK pathway.

**Figure 6.**
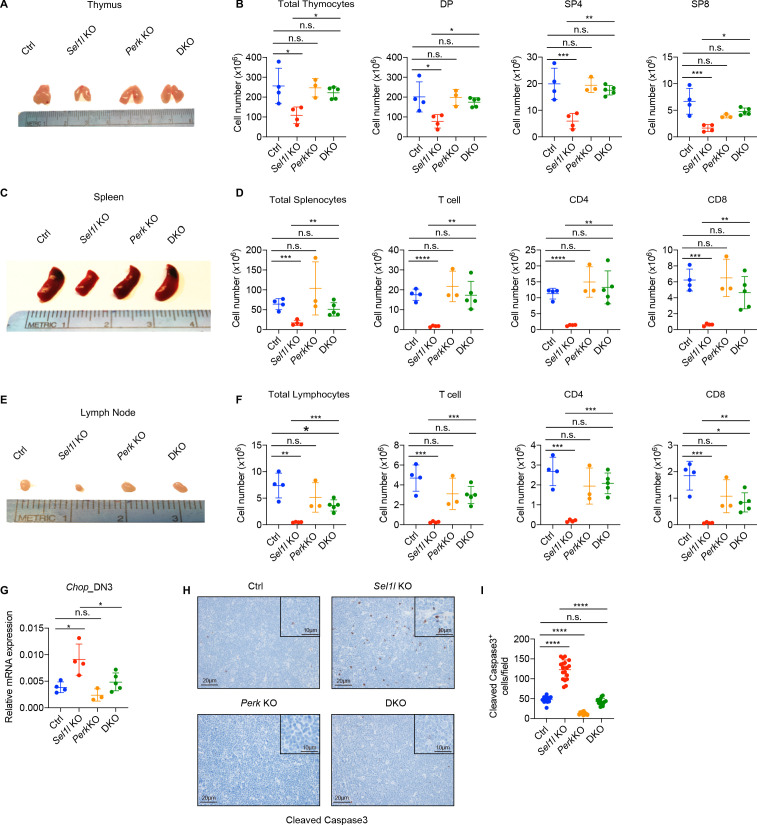
PERK signaling drives β-selected thymocyte apoptosis in *Sel1l* CKO mouse. (**A and B**) Representative images of thymus (**A**) and quantification of total thymocytes, DP, SP4 and SP8 thymocytes (**B**) from age (6-week-old) and gender-matched control (Ctrl, *Sel1l^flox/flox^*), *Sel1l* KO (*Sel1l^flox/flox^; CD2*-iCre), *Perk* KO (*Perk^flox/flox^; CD2*-iCre)and *Sel1l*/*Perk* double knockout (DKO. *Sel1l^flox/flox^, Perk^flox/flox^; CD2*-iCre) mice. *n* = 3–5 each group. (**C and D**) Representative images of spleen (**C**) and quantification of total splenocytes, total CD3^+^ T cells, CD4^+^ T cells, and CD8^+^ T cells (**D**) from the same mice with indicated genotype as in **A** and **B**. *n* = 3–5 each group. (**E and F**) Representative images of the inguinal (left) lymph node (**E**) and quantification of total lymphocytes, total CD3^+^ T cells, CD4^+^ T cells, and CD8^+^ T cells (**F**) from the same mice with indicated genotype as in **A** and **B**. *n* = 3–5 each group. (**G**) Quantitative RT–PCR analysis of *Chop* expression in DN3 thymocytes sorted from mice with indicated genotype. *n* = 3–5 each group. (**H and I**) Representative images (**H**) and quantification (**I**) of cleaved caspase-3 (CC3)-positive cells in the thymus of 6- to 8-week-old gender-matched mice with indicated genotype. Twelve fields were counted at ×20 magnification from four mice with indicated genotype. Scale bars are indicated. Data are representative of three independent experiments and are shown as mean ± s.d. The statistical signiﬁcance was calculated by two-tailed unpaired t-test (**D, F**) One-way ANOVA with turkey test (**B, G**) or one-way ANOVA with Bonferroni test (**I**). ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Figure 6—source data 1.Excel file containing numerical values shown in Figure 6.

**Figure 6—figure supplement 1.**
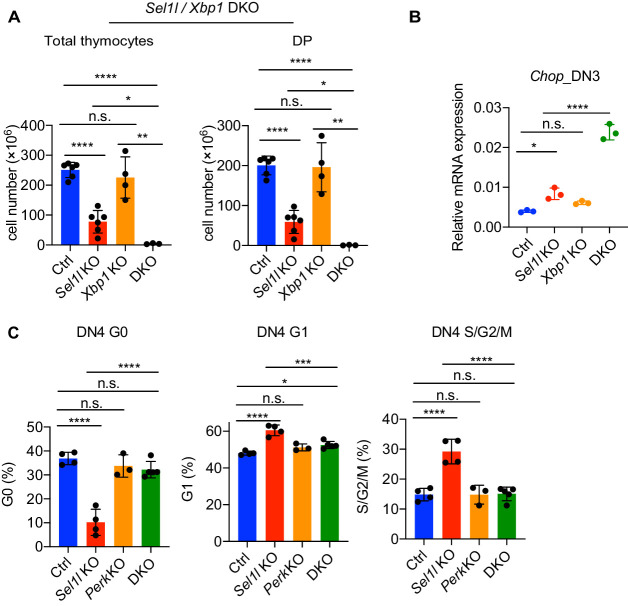
XBP1 functions as a compensatory adaptative mechanism in *Sel1l* CKO mouse. (**A**) Quantification of total cellularity and DP cell numbers of 6–8 week-old gender-matched control (Ctrl, *Sel1l^flox/flox^*), *Sel1l* KO (*Sel1l^flox/flox^; CD2*-iCre), *Xbp1* KO (*Xbp1 ^flox/flox^; CD2*-iCre), and *Sel1l*/*Xbp1* double knockout (DKO, *Sel1l^flox/flox^; Xbp1^flox/flox^; CD2*-iCre) mice. *n* = 3–6/each group. (**B**) Quantitative RT-PCR analysis *Chop* expression in DN3 thymocytes sorted from mice with indicated genotype. Data are presented relative to *Actb*. (**C**) Cell cycle analysis of DN4 thymocytes from age (6-week-old) and gender-matched control (Ctrl, *Sel1l^flox/flox^*), *Sel1l* KO (*Sel1l^flox/flox^; CD2*-iCre), *Perk* KO (*Perk^flox/flox^; CD2*-iCre) and *Sel1l*/*Perk* double knockout (DKO. *Sel1l^flox/flox^; Perk^flox/flox^; CD2*-iCre) mice. *n* = 3–5 each group. Data are shown as mean ± s.d. The statistical signiﬁcance was calculated by two-tailed unpaired t-test (**A, B**) or One-way ANOVA with Turkey test (**C**). n.s., not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Figure 6—figure supplement 1—source data 1.Excel file containing numerical values shown in Figure 6—figure supplement 1.

## Discussion

In this study, we have uncovered a novel 'Notch-ERAD' axis in thymocyte development. In the absence of the core ERAD protein SEL1L, thymocytes failed to survive β-selection and T cell development was severely impaired. Our results imply that the protein synthesis and folding demands during β-selection require a robust proteome quality control monitoring which is accomplished by the ERAD in thymocytes transitioning from the DN3 to DN4 stage. Thus, induction of the SEL1L axis of ERAD, which peaks at the DN3 stage, represents a previously undefined and critical ER proteostasis checkpoint during β-selection. It is notable that this ER proteostasis checkpoint is also regulated by the same Notch signals which, together with the pre-TCR, induce β-selection in DN3 thymocytes. We identified that Notch1 and RBP-J directly bind to most ERAD gene promoters and directly regulate their expression. In fact, we observed that Notch-signal induced SEL1L protein levels exceeded the change in *Sel1l* mRNA expression (Figure 4B,C), suggesting additional post-transcriptional regulation of ERAD by Notch that warrants further investigation.

ERAD and UPR are two key ER protein quality control machineries that are activated at different thresholds. ERAD is responsible for the clearance of misfolded proteins at steady-state and is constitutively activated regardless of ER stress. In contrast, the UPR is a stress response pathway that is triggered when the accumulation of misfolded and unfolded proteins exceed the ER folding capacity. Existing evidence suggest that UPR pathways like the IRE1α-XBP1 axis appear to selectively regulate hematopoietic cell differentiation programs but individual UPR enzymes influence early thymopoiesis remain to be fully characterized. For instance, the IRE1α-XBP1 is essential for eosinophil (Bettigole et al., 2015), dendritic cell (Cubillos-Ruiz et al., 2015; Iwakoshi et al., 2007; Osorio et al., 2014), NK (Dong et al., 2019; Wang et al., 2019), and plasma cell (Reimold et al., 2001; Shapiro-Shelef and Calame, 2005) differentiation. Unlike the marked defect in thymocyte development in the absence of SEL1L-ERAD, our current study now clearly demonstrates that individual UPR regulators are dispensable for β-selection and subsequent stages of thymocyte maturation. We specifically found that deletion of the individual UPR master regulators XBP1, ATF6, or PERK had no overt impact on αβ T cell development in the thymus and peripheral tissues. Nevertheless, our results don’t exclude the possibility that redundancy might exist among the UPR pathways during thymocyte development.

*Sel1l-*deficiency impaired the survival of DN thymocytes following β selection and resulted in the inability of DN3 thymocytes to expand and progress to DP thymocytes. Interestingly, this phenotype was not due to defective rearrangement of TCRβ nor defective Notch or pre-TCR signaling which both activate pro-survival genes in β-selected thymocytes (Ciofani and Zúñiga-Pflücker, 2005; Kreslavsky et al., 2012; Zhao et al., 2019). Instead, our genetic inactivation delineate a pro-apoptotic pathway driven by the PERK axis. While all three UPR pathways can promote apoptosis and appear to be upregulated in *Sel1l* CKO thymocytes, it is notable that only PERK axis induces apoptosis in *Sel1l* CKO thymocytes. On the contrary, induction of the IRE1α-XBP1 axis of the UPR can help cells adapt to stress. Consistent with this view, deletion of *Xbp1* in *Sel1l* CKO thymocytes exacerbated defects in thymocyte development unlike PERK inactivation which restored T cell development from *Sel1l* CKO thymocytes.

Although αβ T and γδ T cells develop in the thymus from the same thymic seeding progenitors, the function of ERAD appears to be restricted to αβ T cells. While future studies are needed to determine the alternative protein quality control mechanism regulating γδ T cell development, our findings are consistent with the selective requirement for Notch in driving β-selection (Maillard et al., 2006), a key developmental checkpoint unique to the αβ T cell differentiation program. In addition, DN thymocytes undergoing β selection expand more than 100-fold, a situation that likely explains their increased translational activity. That post-β-selected DN thymocytes displayed markedly low levels of misfolded/unfolded proteins support the view that upregulation of the SEL1L-ERAD axis in DN3 thymocytes provides a mechanism to alleviate deleterious proteotoxic stress that compromise the fitness of DN4 thymocytes. In this way, SEL1L-ERAD safeguards to DN3/DN4 thymocyte pool to ensure that the maximum number of DN thymocytes expressing a functional TCRβ protein progress to the DP stage to audition for positive selection.

Activating *NOTCH1* mutations are found in more than 50% of human T cell acute lymphoblastic leukemia (T-ALL) patients (Weng et al., 2004) wherein Notch plays pivotal roles in regulating the survival and metabolism of T-ALL cells (Aster et al., 2011; García-Peydró et al., 2018). It will be of interest in future studies to investigate whether Notch-regulated ERAD also promotes ER proteostasis and sustains T-ALL survival by clearing misfolded proteins and restricting ER stress-induced cell death.

In summary, our study reports a previously unknown function of Notch in maintaining proteostasis and protecting post-β-selection thymocytes from ER stress by upregulating ERAD. We propose that in addition to driving energy metabolism and survival programs demanded by proliferating thymocytes following β-selection, Notch signals in parallel activate the ERAD machinery in DN3 thymocytes to clear misfolded proteins. Thus, stringent protein quality control through the SEL1L-ERAD pathway is required for successful β-selection and the development of the αβ T cells that mediate adaptive immunity.

## Materials and methods

Key resources table is in Appendix 1.

### Mice

The mice were maintained in a pure C57BL/6 background and kept under specific-pathogen-free conditions in the transgenic mouse facility of the Baylor College of Medicine (22–24°C, 30–70% humidity with a 12 hr dark and 12 hr light cycle). *Sel1l*^flox/flox^ and *Xbp1^flox/flox^* were described previously (Xu et al., 2020)*, Perk^flox/flox^* mice were purchased from Jackson Laboratory (Stock No. 023066). The floxed mice were crossed with either h*CD2*-iCre (The Jackson Laboratory, 008520) or *Cd4-Cre* (The Jackson Laboratory, 022071) mice to generate *Sel1l^flox/flox^; CD2*-iCre*, Sel1l^flox/flox^; Cd4-Cre, Xbp1*^flox/flox^*; CD2*-iCre, or *Perk*^flox/flox^*; CD2*-iCre mice. The *Sel1l^flox/flox^; Xbp1^flox/flox^; CD2*-iCre mice and *Sel1l^flox/flox^; Perk^flox/flox^; CD2*-iCre mice were generated by crossing *Sel1l^flox/flox^; CD2*-iCre mice with *Xbp1^flox/flox^* or *Perk^flox/flox^* mice respectively. *Atf6^flox/flox^; Vav1-*iCre mice were generated by crossing *Atf6l^flox/flox^* (The Jackson Laboratory, 028253) with *Vav1-*iCre mice (The Jackson Laboratory, 008610). *Sel1l* CKO; OTII transgenic mice were generated by crossing *Sel1l* CKO mice with OTII transgenic mice (The Jackson Laboratory, 004194).

Six- to 8-week-old gender-matched mice were used for phenotype analysis and in vitro assay. For the bone marrow transplantation assays, female C57BL/6-Ly5.1 (CD45.1^+^) mice (Charles River, 564) were used at 8–12 weeks of age. All procedures were approved by the Baylor College of Medicine Institutional Animal Care and Use Committee or Case Western Reserve University Institutional Animal Care and Use Committee. The study is compliant with all of the relevant ethical regulations regarding animal research.

### In vivo assays

For the competitive bone marrow transplantation experiments, CD45.1^+^-recipient mice were lethally irradiated (10 Gy, delivered with two equal doses 4 hr apart) and injected retro-orbitally with 1x10^6^ whole bone marrow cells from *Sel1l^flox/flox^* or *Sel1l^flox/flox^; CD2*-iCre mice with an equal number of CD45.1^+^ competitor BM cells. For the BrdU incorporation assay, the mice were injected intraperitoneally with single dose of BrdU (BD, 559619; 50 mg/kg body weight) 2 hr before euthanization.

### Flow cytometry and cell sorting

Single-cell suspensions from thymus, spleen and lymph nodes were obtained by passing the tissues through a 70 μm strainer. Bone marrow was removed from femurs and tibiae by flushing with PBS, 2% FBS. For bone marrow and spleen cell suspensions, red blood cells were removed by incubating with RBC Lysis Buffer (Biolegend, 420301). 1 × 10^6^ to 2 × 10^6^ cells were stained with antibodies at 4°C for 30 min in phosphate-buffered saline (PBS) containing 1% bovine serum albumin (BSA), followed by washing to remove the unbound antibodies.

Antibodies used for flow cytometry: The biotin-conjugated lineage markers for excluding non-DN cells are purchased from BioLegend: CD11b (M1/70, 101204), CD11c (N418, 117303), Ter119 (Ter119, 116204), Gr-1 (RB6-8C5, 108404), CD49b (DX5, 108904), and B220 (RA3-6B2, 103204). CD4 (BV650, RM4-5, 100546, BioLegend), CD8 (AF700, 53–6.7, 100730, BioLegend), CD25 (PE-Cy7, 3C7, 101915, BioLegend), CD44 (PE594, IM7, 103056, BioLegend), c-Kit (APC-Cy7, 2B8, 105838, Biolegend), γδTCR (PE, GL3, 118108, Biolegend), and CD27 (APC, LG.3A10, 124211, BioLegend) antibodies were used for analysis of ETP to SP cells in the thymus. CD4 (BV650, RM4-5, 100546, BioLegend), CD8 (AF700, 53–6.7, 100730, BioLegend), γδTCR (APC, GL3, 118115, BioLegend), B220 (PB, RA3-6B2, 103230, BioLegend), and NK1.1 (FITC, PK136, 108706, BioLegend) antibodies were used for the analysis of mature cells in the spleen and lymph nodes. Anti-CD45.1 (FITC, A20, 110706, BioLegend) and CD45.2 (APC, 104, 109814, BioLegend) antibodies were used for the analyses of donor chimerism in the bone marrow transplantation assay. All antibodies used in this study are listed in Appendix 1. Dead cells were excluded by 4,6-diamidino-2-phenylindole (DAPI) staining.

For cell sorting, DN thymocytes were purified by negative selection using a magnetic bead/column system (CD4 (L3T4) MicroBeads, 130-117-043; CD8a (Ly-2) MicroBeads, 130-117-044; LD Columns, 130-042-901; all purchased from Miltenyi Biotec) in accordance to the manufacturer’s instructions. The pre-enriched DN cells were further stained as described above to sort DN2, DN3, or DN4 cells. Dead cells were excluded by DAPI staining.

Flow cytometry data were collected using BD FACS Diva eight on a BD LSR II or BD Fortessa analyzer. The cell-sorting experiments were performed on a FACS Aria II cell sorter (BD). The acquired data were analyzed using the FlowJo 10 software.

### Apoptosis assay

For Annexin V staining, thymocytes were first stained with surface makers and then stained with Annexin V antibody for 30 min at room temperature in Annexin V binding buffer (TONBO, TNB-5000-L050). The cells were resuspended in Annexin V binding buffer with 1 μg/ml DAPI for analysis.

### Cell proliferation assay

For cell cycle analysis, thymocytes were stained with surface markers followed by fixation and permeabilization with eBioscience Transcription Factor Staining Buffer Set (Life Technologies, 00-5523-00). The cells were then stained with anti-Ki-67 (FITC, 16A8, 652409, Biolegend) and DAPI for cell cycle analysis. For BrdU staining, total thymocytes were stained with surface markers to define each subset, followed by intracellular staining using the BrdU staining kit according to the manufacturer’s instructions (BD Biosciences, 559619).

### Cell culture and cell lines

OP9 bone marrow stromal cells expressing the Notch ligand DL-1 (OP9-DL1) were kindly provided by Dr. Juan Carlos Zúñiga-Pflücker (University of Toronto). The OP9-DL1 cells were cultured and maintained in αMEM medium, supplemented with 10% FBS (Gibco), penicillin (100 μg/mL), and streptomycin (100 U/mL) (Invitrogen). For thymocytes co-cultures, the sorted DN2 or DN3 cells were plated onto conﬂuent OP9-DL1 monolayers (70–80% conﬂuent) with addition of 5 ng/ml recombinant murine interleukin-7 (PeproTech) and 5 ng/ml Flt3L (PeproTech). Cells were harvested at different time points, filtered through 40 μm cell strainer, and stained with antibodies including ani-CD45 V450 (Tonbo, 75–0451 U100), anti-CD4 BV650 (Biolegend, 100546), anti-CD8a AF700 (Biolegend, 100730), anti-CD44 FITC (Biolegend, 103006), or anti-CD25 APC (Biolegend, 101910), followed by staining with Annexin V PE (Biolegend, 640908) and DAPI (4,6-diamidino-2-phenylindole, Invitrogen, D1306). EL4 cells (ATCC-TIB39) and HEK293T cells (ATCC CRL-3216) were cultured in DMEM with 10% FBS (Gibco), penicillin (100 μg/mL) and streptomycin (100 U/mL) (Invitrogen). No cell lines were listed in the database of cross-contaminated or misidentified cell lines by International Cell Line Authentication Committee (ICLAC). Cell lines from ATCC were authenticated by the STR profiling method and tested as mycoplasma contamination free by ATCC.

### Immunohistochemical staining

Thymus was fixed in fresh 4% paraformaldehyde for 24 hr and stored in 70% ethanol until paraffin embedding. Hematoxylin and eosin staining were performed on 5 μm–thick paraffin sections. For cleaved caspase-3 IHC, the anti-cleaved caspase-3 antibody (1:50, Cell Signaling Technology #9661) was used. Slides were incubated with Envision Labeled Polymer-HRP Anti-Rabbit (Dako, K4002) for 30 min. Sections were developed with DAB+ solution (Dako, K3468) and counterstained with Harris Hematoxylin. Imaging analysis was performed with ImageJ (FIJI) to automatically count the labeled cells in each region, the data were shown as number of positive cells per region.

### RNA extraction and quantitative real-time PCR

Thymocytes were sorted directly into TRIzol LS reagent (Invitrogen, 10296010). Total RNA was extracted according to the manufacturer’s instructions. Total RNA was reverse-transcribed using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, 4368813). Quantitative real-time PCR was performed using PowerUp SYBR Green Master Mix (Thermo Fisher Scientific, A25778) on QuantStudio six real-time PCR system (Applied Biosystems). The primer sequences are listed in Appendix 1.

### Western blot analysis

Western blot was performed as described previously (Xu et al., 2020). Approximately 5 × 10^5^ DN3 cells were sorted directly into 250 μl PBS containing 20% trichoracetic acid (TCA). The concentration of TCA was adjusted to 10% after sorting and cells were incubated on ice for 30 min before centrifugation at 13,000 rpm for 10 min at 4°C. Precipitates were washed twice with pure acetone (Fisher scientific, A18-4) and solubilized in 9 M urea, 2% Triton X-100, and 1% dithiothreitol (DTT) in 1 x LDS sample buffer (Invitorgen, NP0007). Samples were separated on NuPAGE 4–12% Bis-Tris protein gels (Invitrogen, NP0336BOX) and transferred to PVDF membrane (Millipore). The blots were incubated with primary antibodies overnight at 4°C and then with secondary antibodies. Blots were developed with the SuperSignal West Femto chemiluminescence kit (Thermo Scientific, 34096). Antibodies and reagents used are in Appendix 1. The original western blot images are in source data files.

### RNA-seq and analysis

DN3 thymocytes were directly sorted into TRIzol LS (ThermoFisher, cat. 10296028) and RNA was extracted following the standard protocol. The cDNA libraries were prepared using Truseq Stranded mRNA Kit (Illumina, California, USA # 20020594). Sequencing was performed on Illumina HiSeq 2000 (Illumina, California, USA), 150 bp paired end. Quality control was performed using FastQC. Raw reads were aligned to mouse genome GRC38 using STAR (2.5.2b) and counts for each protein-coding gene were obtained with HTSeq (2.7). DESeq2 package (1.26.0) in R (3.6.1) was used to perform analysis of differential gene expression. Upregulated genes (with adjusted p value < 0.05, log2 fold change > 0.59) were selected for Gene Ontology (GO) analysis using Enrichr (https://maayanlab.cloud/Enrichr/). 

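With limma on log2 RPKM in place of the paper's count model, 344 of the 6512 tested genes had an adjusted p under 0.05 between Sel1l CKO and control, 278 with a higher and 66 with a lower level in Sel1l CKO, and 1356 had an unadjusted p under 0.05. At a log2 fold change over 0.59, 161 genes were higher, and at one under -0.59, 29 were lower. Limma array weights moved the number at an adjusted p under 0.05 most, to 640 genes. In 596 genes every Sel1l CKO library lay above every control library and in 364 every one lay below, together 14.7% of the tested genes, where chance gives 2.86%.

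The largest rises among genes past the adjusted p with no overlap between the genotypes were those of Derl3, Cox6a2, Serpinh1, Chac1, Bhlha15, Trib3, Asns, Slc7a3, Atf5 and Fkbp11, with log2 fold changes from 5.38 down to 2.90. Derl3 (ENSMUSG00000009092.5, chromosome 10 of GRCm38, 75893413 to 75895941) was at 0.0919 ± 0.0831 RPKM in control and 7.84 ± 3.18 RPKM in Sel1l CKO (SD, n = 4 each), from 1 to 18 reads per control library and from 544 to 930 reads per Sel1l CKO library (log2 fold change 5.38, standard error 0.37, limma adjusted p = 3.4e-05). Chac1 had 7 reads in control replicate 1, 0 in the other control libraries and from 240 to 432 in Sel1l CKO, so its log2 fold change of 4.62 depends on the pseudocount. The sizes and the order of the other rises depend on it as well. With a pseudocount of 1 in place of 0.1 the log2 fold changes were 2.94 (Derl3), 3.97 (Cox6a2), 3.09 (Serpinh1), 1.85 (Chac1), 2.50 (Bhlha15), 2.17 (Trib3), 2.24 (Asns), 1.72 (Slc7a3), 2.65 (Atf5) and 1.68 (Fkbp11), and with one of 0.01 they were 6.66, 5.53, 5.54, 7.38, 4.97, 5.40, 5.19, 4.66, 3.02 and 3.18 in the same order. Each of these genes stayed past the adjusted p with both.

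The largest falls were those of Hspa1a, Hspa1b, Tnf, Btg2, Fam163b, Gprasp1, H2bu2, Il10ra, Hsph1 and Epcam, with log2 fold changes from -5.23 to -0.95. Hspa1a (ENSMUSG00000091971.3, chromosome 17, 34969190 to 34972156) was at 50.5, 16.1, 460 and 1059 RPKM in control replicates 1 to 4 and at 7.18, 3.75, 2.14 and 3.15 RPKM in Sel1l CKO replicates 1 to 4 (log2 fold change -5.23, standard error 1.16, limma adjusted p = 0.0338). Hspa1b is a near-identical copy whose reads the authors' counting could have split with those of Hspa1a, and it fell as well (log2 fold change -4.96, standard error 1.10, limma adjusted p = 0.0333). For both, the adjusted p was over 0.05 in 6 of the 8 fits that each left out 1 library. Other falls also lost the call, Btg2 in 7 of these fits, Tnf in 6, Il10ra and Gprasp1 in 4 each and Fam163b in 2. H2bu2, Hsph1 and Epcam kept it in all 8. Gprasp1 overlaps Armcx5 and Bhlhb9 on the same strand, so its reads are uncertain.

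**Figure D3:**
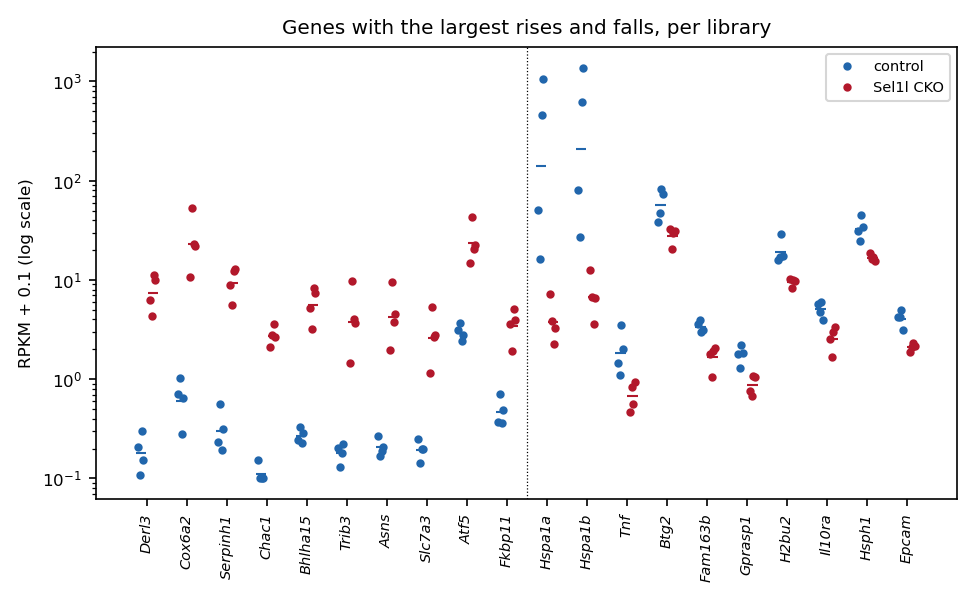
RPKM plus 0.1 (logarithmic vertical axis) of the 10 genes with the largest rises and the 10 with the largest falls, one point per library, with bars at the mean of the log values, control in blue and Sel1l CKO in red. The control libraries of Hspa1a run from 16.1 to 1059 RPKM.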

We further performed Gene Set Enrichment Analysis (GSEA) using fgsea package (1.11.2) with padj-preranked gene lists and mouse gene set collection from Bader Lab. Heatmaps were generated with pheatmap (1.0.12).

### Chromatin immunoprecipitation (ChIP) assay

For Figure 4C, cell culture plates were pre-coated with PBS or 5 μg/ml recombinant mouse DLL4 (BioLegend, #776706) overnight at 4°C before seeding EL4 cells. For Figure 4B,F–I,K and L, soluble DLL4 (5 μg/ml) was used. EL4 cells were incubated with soluble DLL4 for 24 hr before crosslinked with 1% formaldehyde for 10 min at room temperature. Reaction was quenched with 125 mM glycine. ChIP was performed as previously described (Zhao et al., 2018) with NOTCH1 NICD antibody (Abcam, ab27526), RBPJ antibody (Cell Signaling Technology, #5313), or normal rabbit IgG (Cell Signaling Technology, #2729). The sequences of all ChIP primers are listed in Appendix 1.

### Luciferase assay

The firefly luciferase reporter for *Sel1l* or *Hrd1* (*Syvn1*) promoter was constructed by cloning the genomic region into the *Mlu*I and *Xho*I sites or the *Mlu*I and *Hind*III sites in the pGL-3 basic vector (Promega), respectively. Mutations were made by overlap extension polymerase chain reaction as previously described (Bryksin and Matsumura, 2010). All constructs were verified by DNA sequencing. The sequences of all primers are listed in Appendix 1. HEK293T cells were transfected with *Sel1l* or *Hrd1* promoter constructs, pRL-PGK (Promega) and 3xFlag-NICD1 (Addgene, #20183) or empty using Lipofectamine 3000 (Invitrogen, L3000015). Cell lysates were collected 48 hr after transfection, and luciferase activities were analyzed using the dual-luciferase reporter assay system (E1910, Promega). pRL-PGK, which expresses Renilla luciferase, was used as the internal control for adjustment of discrepancies in transfection and harvest efficiencies. EL4 cells were transfected with *Sel1l* or *Hrd1* promoter constructs and pRL-PGK (Promega) using Lipofectamine 3000 (Invitrogen, L3000015). Cells were incubated with PBS or 5 μg/ml recombinant mouse DLL4 (BioLegend, #776706) for 24 hr before analysis.

### V(D)J recombination assay

A total of 5 × 10^5^ DN3 thymocytes were sorted from control (Ctrl, *Sel1l^flox/flox^*) or *Sel1l* CKO (*Sel1l^flox/flox^; CD2*-iCre) thymus and subjected to genomic DNA isolation using PureLink Genomic DNA Mini Kit (K1820-02) according to the manufacturer’s instructions. The amplification of eF-1 fragment was used as input control. The primers used for Vβ5-Jβ2, Vβ8- Jβ2, Vβ11-Jβ2, and eF1 are listed inAppendix 1. PCR products were resolved by 2% agarose gel electrophoresis.

### ER tracker staining

Sorted DN3 thymocytes were washed with PBS, incubated with 1 μM ER-Tracker Green (Thermo Fisher, E34251) in PBS for 15 min at 37°C. The cells were then washed and resuspended in PBS, and analyzed by flow cytometry.

### Tetraphenylethene maleimide (TMI) staining

5x10^6^ thymocytes were stained for cell surface markers as described above. After surface markers staining, cells were washed twice with PBS. Tetraphenylethene maleimide (TMI; 2 mM in DMSO) was diluted in PBS to reach 50 μM final concentration and stained samples for 30 min at 37°C. Samples were washed once with PBS and analyzed by flow cytometry.

### In vivo measurement of protein synthesis

O-propargyl-puromycin (OPP; MedChem Source LLP) stock dissolved in 10% DMSO/PBS was diluted in PBS for intraperitoneal injection at 50 mg/kg. Mice were weighed, individually injected with OPP or vehicle, and euthanized 1 hr after injection. Thymuses were immediately harvested. Thymocytes were isolated and stained for surface antigens and viability dyes, which was followed by fixation and permeabilization according to the Click-iT Plus OPP Alexa Fluor 647 Protein Synthesis Assay Kit (ThermoFisher Scientific). Briefly, after incubation cells were subsequently fixed in 4% paraformaldehyde, permeabilized with 0.5% Triton-X100, then incubated with the AF647 reaction cocktail. Samples were acquired using a BD LSRFortessa and analyzed using FlowJo (Becton Dickinson) as per flow cytometry methods.

### Protein aggregation detection assay

The PROTEOSTAT Aggresome Detection kit (Enzo Life Sciences, ENZ-51035–0025) was used to detect protein aggregates in freshly sorted DN3 thymocytes according to the manufacturer’s instructions. DN3 thymocytes were fixed, permeabilized and incubated with PROTEOSTAT dye (1:10,000 dilution) for 30 min at room temperature. Nuclei were counterstained with DAPI. Samples stained with DAPI only were used as negative controls. Images (16-bit greyscale TIFFs) were analyzed using CellProfiler v2.2. In brief, the DAPI channel images were first smoother with a median filter and nuclei identified with automatic thresholding and a fixed diameter. Nuclei touching the border of the image are eliminated. Touching nuclei are separated with a watershed algorithm. Then, cell boundaries were identified by watershed gradient based on the dye signal, using nuclei as a seed. Metrics were extracted from the cell, cytoplasm, and nuclear compartments.

### TUNEL staining

TUNEL staining was performed on paraffin-embedded tissue sections using the In Situ Cell Death Detection Kit (catalog 11684795910, Roche) following the manufacturer’s instructions. Sections were counterstained with DAPI, and images were captured under fluorescence microscope. Tissue sections incubated with TUNEL reaction buffer without dTd enzyme served as negative controls. Tissue sections treated with DNase I served as positive controls. The quantification of TUNEL^+^ cells was performed with ImageJ (FIJI) to automatically count the labeled cells in each region. The data were presented as number of positive cells per region.

### Statistics and reproducibility

Data are expressed as the mean ± s.d. or mean ± s.e.m. as indicated in the figure legends; *n* is the number of independent biological replicates, unless specifically indicated otherwise in the figure legend. The respective *n* values are shown in the figure legends. The mice used for bone marrow transplantation were randomized and no blinding protocol was used. No statistical method was used to pre-determine the sample sizes. The results were quantified using GraphPad Prism 8. Student’s t test was utilized to compare the differences between two groups. One-way ANOVA with Tukey’s or Bonferroni’s multiple comparison test was used to compare the differences among three or more groups. Two-way ANOVA with Bonferroni’s post test was used to calculate the significance for in vitro DN2 differentiation measurement over time.

### Study approval

All protocols described in this study were approved by the Baylor College of Medicine Institutional Animal Care and Use Committee (protocol: AN-6813) or Case Western Reserve University Institutional Animal Care and Use Committee (protocol: 2017–0055).

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE173993. All data generated or analysed during this study are included in the manuscript and supporting files. Source data files have been provided for all Figures. The following dataset was generated: LiuXYuJXuLUmphred-WilsonKPengFDingYBartonBMLvXZhaoMYSunSHongYQiLAdoroSChenX2021Notch-Induced Endoplasmic Reticulum-Associated Degradation Governs Thymocyte Beta-SelectionNCBI Gene Expression OmnibusGSE17399310.7554/eLife.69975PMC831579534240701

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	*Sel1l*^flox^	PMID:24453213		Dr. Ling Qi (Department of Molecular and Integrative Physiology, University of Michigan Medical School)
Genetic reagent (*M. musculus*)	*Xbp1^flox^*	PMID:18556558		Dr. Laurie H. Glimcher (Dana Farber Cancer Institute)
Genetic reagent (*M. musculus*)	*Perk^flox^*	Jackson Laboratory	Stock No. 023066 RRID:IMSR_JAX:023066	
Genetic reagent (*M. musculus*)	h*CD2-iCre*	Jackson Laboratory	Stock No. 008520 RRID:IMSR_JAX:008520	
Genetic reagent (*M. musculus*)	*Cd4-Cre*	Jackson Laboratory	Stock No. 022071 RRID:IMSR_JAX:022071	
Genetic reagent (*M. musculus*)	*Atf6l^flox^*	Jackson Laboratory	Stock No. 028253 RRID:IMSR_JAX:028253	
Genetic reagent (*M. musculus*)	*Vav1-iCre*	Jackson Laboratory	Stock No. 008610 RRID:IMSR_JAX:008610	
Genetic reagent (*M. musculus*)	OTII transgenic	Jackson Laboratory	Stock No. 004194 RRID:IMSR_JAX:004194	
Cell line (*M. musculus*)	EL4	ATCC	TIB-39 RRID:CVCL_0255	
Cell line (*M. musculus*)	OP9-DL1	PMID:12479821		Dr. Juan Carlos Zúñiga-Pflücker (University of Toronto)
Cell line (*Homo sapiens*)	HEK293T	ATCC	CRL-3216 RRID:CVCL_0063	
Antibody	FITC anti-mouse CD45.1, Clone A20 (Mouse monoclonal)	Biolegend	110706 RRID:AB_313494	(1:100) FC
Antibody	APC anti-mouse CD45.2, Clone 104 (Mouse monoclonal)	Biolegend	109814 RRID:AB_389211	(1:100) FC
Antibody	Pacific Blue anti-mouse CD45.1, Clone A20 (Mouse monoclonal)	Biolegend	110721 RRID:AB_492867	(1:100) FC
Antibody	Alexa Fluor 700 anti-mouse CD45.2, Clone 104 (Mouse monoclonal)	Biolegend	109822 RRID:AB_493731	(1:100) FC
Antibody	FITC anti-mouse/human CD44, Clone IM7 (Rat monoclonal)	Biolegend	103006 RRID:AB_312957	(1:100) FC
Antibody	PE/Dazzle 594 anti-mouse/human CD44, Clone IM7 (Rat monoclonal)	Biolegend	103056 RRID:AB_2564044	(1:100) FC
Antibody	APC anti-mouse CD25, Clone 3C7 (Rat monoclonal)	Biolegend	101910 RRID:AB_2280288	(1:100) FC
Antibody	FITC anti-mouse Ki-67, Clone 16A8 (Rat monoclonal)	Biolegend	652409 RRID:AB_2562140	(1:100) FC
Antibody	APC/Fire 750 anti-mouse CD117 (c-Kit), Clone 2B8 (Rat monoclonal)	Biolegend	105838 RRID:AB_2616739	(1:50) FC
Antibody	Brilliant Violet 650 anti-mouse CD4, Clone RM4-5 (Rat monoclonal)	Biolegend	100546 RRID:AB_2562098	(1:100) FC
Antibody	Alexa Fluor 700 anti-mouse CD8a, Clone 53–6.7 (Rat monoclonal)	Biolegend	100730 RRID:AB_493703	(1:100) FC
Antibody	PE anti-mouse/rat/human CD27, Clone LG.3A10 (Armenian Hamster monoclonal)	Biolegend	124209 RRID:AB_1236464	(1:100) FC
Antibody	PE anti-mouse TCR β chain, Clone H57-597 (Armenian Hamster monoclonal)	Biolegend	109207 RRID:AB_313430	(1:100) FC
Antibody	APC anti-mouse TCR β chain, Clone H57-598 (Armenian Hamster monoclonal)	Biolegend	109211 RRID:AB_313434	(1:100) FC
Antibody	PE/Cyanine7 anti-mouse CD24, Clone M1/69 (Rat monoclonal)	Biolegend	101822 RRID:AB_756048	(1:100) FC
Antibody	PE/Dazzle 594 anti-mouse CD3ε, Clone 145–2 C11 (Armenian Hamster monoclonal)	Biolegend	100348 RRID:AB_2564029	(1:100) FC
Antibody	Pacific Blue anti-mouse/human CD45R/B220, Clone RA3-6B2 (Rat monoclonal)	Biolegend	103230 RRID:AB_492877	(1:100) FC
Antibody	FITC anti-mouse NK-1.1, Clone PK136 (Mouse monoclonal)	Biolegend	108706 RRID:AB_313393	(1:100) FC
Antibody	APC Anti-mouse TCR γ/δ, Clone GL3 (Armenian Hamster monoclonal)	Biolegend	118115 RRID:AB_1731824	(1:100) FC
Antibody	PE Anti-mouse TCR γ/δ, Clone GL3 (Mouse monoclonal)	Biolegend	118108 RRID:AB_313832	(1:100) FC
Antibody	PE anti-mouse Notch 1, Clone HMN1-12 (Armenian Hamster monoclonal)	Biolegend	130607 RRID:AB_1227719	5 µL/test FC
Antibody	violetFluor 450 Anti-Mouse CD45, Clone 30-F11 (Rat monoclonal)	TONBO	75–0451 U100 RRID:AB_2621947	(1:100) FC
Antibody	PE anti-mouse CD150 (SLAM), Clone TC15-12F12.2 (Rat monoclonal)	BioLegend	115904 RRID:AB_313683	(1:100) FC
Antibody	TruStain FcX (anti-mouse CD16/32), Clone 93 (Rat monoclonal)	BioLegend	101320 RRID:AB_1574975	(1:100) FC
Antibody	APC anti-mouse Ly-6A/E (Sca-1), Clone D7 (Rat monoclonal)	BioLegend	108112 RRID:AB_313349	(1:100) FC
Antibody	PE/Cyanine7 Streptavidin	BioLegend	405206	(1:100) FC
Antibody	FITC anti-mouse CD48, Clone HM48-1 (Armenian Hamster monoclonal)	BioLegend	103404 RRID:AB_313019	(1:100) FC
Antibody	Biotin anti-mouse CD3ε, Clone 145–2 C11 (Armenian Hamster monoclonal)	Biolegend	100304 RRID:AB_312669	(1:100) FC
Antibody	Biotin anti-mouse/human CD45R/B220, Clone RA3-6B2 (Rat monoclonal)	Biolegend	103204 RRID:AB_312989	(1:100) FC
Antibody	Biotin anti-mouse TER-119, Clone TER-119 (Rat monoclonal)	Biolegend	116204 RRID:AB_313705	(1:100) FC
Antibody	Biotin anti-mouse CD49b (pan-NK cells), Clone DX5 (Rat monoclonal)	BioLegend	108904 RRID:AB_313411	(1:100) FC
Antibody	Biotin anti-mouse/human CD11b, Clone M1/70 (Rat monoclonal)	Biolegend	101204 RRID:AB_312787	(1:100) FC
Antibody	Biotin anti-mouse CD11c, Clone N418 (Armenian Hamster monoclonal)	Biolegend	117303 RRID:AB_313772	(1:100) FC
Antibody	Biotin anti-mouse Ly-6G/Ly-6C (Gr-1), Clone RB6-8C5 (Rat monoclonal)	BioLegend	108404 RRID:AB_313369	(1:100) FC
Antibody	FITC Mouse IgG1, κ Isotype Ctrl, Clone MOPC-21 (Mouse monoclonal)	Biolegend	400108 RRID:AB_326429	(1:20) FC
Antibody	PE Mouse IgG2a, κ Isotype Ctrl, Clone MOPC-173 (Mouse monoclonal)	Biolegend	400213 RRID:AB_2800438	(1:20) FC
Antibody	PERK (D11A8) (Rabbit monoclonal)	Cell Signaling	5683S RRID:AB_10841299	(1:200) WB
Antibody	Phospho-PERK (Thr980) (16F8) (Rabbit monoclonal)	Cell Signaling	3179S RRID:AB_2095853	(1:100) WB
Antibody	IRE1α (14C10) (Rabbit monoclonal)	Cell Signaling	3294S RRID:AB_823545	(1:200) WB
Antibody	eIF2α Antibody (FL-315) (Rabbit polyclonal)	Santa Cruz	sc-11386 RRID:AB_640075	(1:200) WB
Antibody	Phospho-eIF2α (Ser51) (Rabbit polyclonal)	Cell Signaling	9721S RRID:AB_330951	(1:100) WB
Antibody	Phospho-Lck (Tyr505) (Rabbit polyclonal)	Cell Signaling	2751 RRID:AB_330446	(1:100) WB
Antibody	Phospho-Zap-70 (Tyr319)/Syk (Tyr352) (65E4) (Rabbit monoclonal)	Cell Signaling	2717 RRID:AB_2218658	(1:100) WB
Antibody	Zap-70 (D1C10E) XP (Rabbit monoclonal)	Cell Signaling	3165 RRID:AB_2218656	(1:200) WB
Antibody	CREB-2 (Rabbit polyclonal)	Santa Cruz	sc-200 RRID:AB_2058752	(1:200) WB
Antibody	BiP (C50B12) (Rabbit monoclonal)	Cell Signaling	3177 RRID:AB_2119845	(1:200) WB
Antibody	Anti-SEL1L (ab78298) (Rabbit polyclonal)	Abcam	ab78298 RRID:AB_2285813	(1:200) WB
Antibody	β-Actin (13E5) (Rabbit monoclonal)	Cell Signaling	4970S RRID:AB_2223172	(1:1000) WB
Antibody	Anti-Notch 1 (ab27526) (Rabbit polyclonal)	Abcam	ab27526 RRID:AB_471013	(1:20) ChIP
Antibody	RBPSUH (D10A4) XP (Rabbit monoclonal)	Cell Signaling	5315 RRID:AB_2665555	(1:50) ChIP
Antibody	Normal Rabbit IgG (Rabbit polyclonal)	Cell Signaling	2729 s RRID:AB_1031062	(1:250) ChIP
Antibody	Cleaved Caspase-3 (Asp175) (Rabbit polyclonal)	Cell Signaling	9661 RRID:AB_2341188	(1:50) IHC
Sequence-based reagent	*hCD2-iCre*	Jackson Laboratory Stock No. 008520	5' primer	AGATGCCAGGACATCAGGAACCTG
Sequence-based reagent	*hCD2-iCre*	Jackson Laboratory Stock No. 008520	3' primer	ATCAGCCACACCAGACACAGAGATC
Sequence-based reagent	*Vav1-iCre*	Jackson Laboratory Stock No. 008610	5' primer	AGATGCCAGGACATCAGGAACCTG
Sequence-based reagent	*Vav1-iCre*	Jackson Laboratory Stock No. 008610	3' primer	ATCAGCCACACCAGACACAGAGATC
Sequence-based reagent	*Sel1l f/f*	PMID:24453213	5' primer	TTATGTCTGCTTAATTTCTGCTGG
Sequence-based reagent	*Sel1l f/f*	PMID:18556558	3' primer	TGAATGAGAAATCCAAGTAGTAGG
Sequence-based reagent	*Xbp1 f/f*	PMID:18556558	5' primer	ACTTGCACCAACACTTGCCATTTC
Sequence-based reagent	*Xbp1 f/f*	PMID:18556558	3' primer	CAAGGTGGTTCACTGCCTGTAATG
Sequence-based reagent	*Perk f/f*	Jackson Laboratory Stock No. 023066	5' primer	TTGCACTCTGGCTTTCACTC
Sequence-based reagent	*Perk f/f*	Jackson Laboratory Stock No. 023066	3' primer	AGGAGGAAGGTGGAATTTGG
Sequence-based reagent	*Atf6 f/f*	Jackson Laboratory Stock No. 028253	Common Forward	TGCATCTGGGAAGAGAACCA
Sequence-based reagent	*Atf6 f/f*	Jackson Laboratory Stock No. 028253	Wild type Reverse	TGCCATGAACTACCATGTCAC
Sequence-based reagent	*Atf6 f/f*	Jackson Laboratory Stock No. 028253	Mutant Reverse	AGACTGCCTTGGGAAAAGCG
Sequence-based reagent	*CD4-iCre*	Jackson Laboratory Stock No. 022071	Common Forward	GTT CTT TGT ATA TAT TGA ATG TTA GCC
Sequence-based reagent	*CD4-iCre*	Jackson Laboratory Stock No. 022071	Wild type Reverse	TAT GCT CTA AGG ACA AGA ATT GAC A
Sequence-based reagent	*CD4-iCre*	Jackson Laboratory Stock No. 022071	Mutant Reverse	*CTT TGC AGA GGG CTA ACA GC*
Sequence-based reagent	OTII transgenic	Jackson Laboratory Stock No. 004194	Transgene Forward	GCT GCT GCA CAG ACC TAC T
Sequence-based reagent	OTII transgenic	Jackson Laboratory Stock No. 004194	Transgene Reverse	*CAG CTC ACC TAA CAC GAG GA*
Sequence-based reagent	Mouse *Sel1l*	this paper	5' primer	TGAATCACACCAAAGCCCTG
Sequence-based reagent	Mouse *Sel1l*	this paper	3' primer	GCGTAGAGAAAGCCAAGACC
Sequence-based reagent	Mouse *Xbp1*	this paper	5' primer	CTGAGCCCGGAGGAGAAAG
Sequence-based reagent	Mouse *Xbp1*	this paper	3' primer	CTTCCAAATCCACCACTTGC
Sequence-based reagent	Mouse *Xbp1s*	this paper	5' primer	CTGAGTCCGCAGCAGGTG
Sequence-based reagent	Mouse *Xbp1s*	this paper	3' primer	TCCAACTTGTCCAGAATGCC
Sequence-based reagent	Mouse *Ddit3(Chop)*	this paper	5' primer	GTCCCTAGCTTGGCTGACAGA
Sequence-based reagent	Mouse *Ddit3(Chop)*	this paper	3' primer	TGGAGAGCGAGGGCTTTG
Sequence-based reagent	Mouse *Erdj4*	this paper	5' primer	CACAAATTAGCCATGAAGTACC
Sequence-based reagent	Mouse *Erdj4*	this paper	3' primer	TTTCATACGCTTCTGCAATCTC
Sequence-based reagent	Mouse *Atf4*	this paper	5' primer	CCACCATGGCGTATTAGAGG
Sequence-based reagent	Mouse *Atf4*	this paper	3' primer	GTCCGTTACAGCAACACTGC
Sequence-based reagent	Mouse *Hrd1*	this paper	5' primer	CAAGGTCCTGCTGTACATGG
Sequence-based reagent	Mouse *Hrd1*	this paper	3' primer	GTGTTCATGTTGCGGATGGC
Sequence-based reagent	Mouse *Atf6*	this paper	5' primer	AGGGAGAGGTGTCTGTTTCG
Sequence-based reagent	Mouse *Atf6*	this paper	3' primer	CTGCATCAAAGTGCACATCA
Sequence-based reagent	Mouse *OS9*	this paper	5' primer	GGTGTCGGGAGCCTGAATTT
Sequence-based reagent	Mouse *OS9*	this paper	3' primer	CCTCTCTTTCACGTTGGAAGTG
Sequence-based reagent	Mouse *Edem1*	this paper	5' primer	GGGGCATGTTCGTCTTCGG
Sequence-based reagent	Mouse *Edem1*	this paper	3' primer	CGGCAGTAGATGGGGTTGAG
Sequence-based reagent	Mouse *Calreticulin*	this paper	5' primer	CCTGCCATCTATTTCAAAGAGCA
Sequence-based reagent	Mouse *Calreticulin*	this paper	3' primer	GCATCTTGGCTTGTCTGCAA
Sequence-based reagent	Mouse *Hyou1*	this paper	5' primer	TGCGCTTCCAGATCAGTCC
Sequence-based reagent	Mouse *Hyou1*	this paper	3' primer	GGAGTAGTTCAGAACCATGCC
Sequence-based reagent	Mouse *Canx*	this paper	5' primer	ATGGAAGGGAAGTGGTTACTGT
Sequence-based reagent	Mouse *Canx*	this paper	3' primer	GCTTTGTAGGTGACCTTTGGAG
Sequence-based reagent	Mouse *GRP94*	this paper	5' primer	TCGTCAGAGCTGATGATGAAGT
Sequence-based reagent	Mouse *GRP94*	this paper	3' primer	GCGTTTAACCCATCCAACTGAAT
Sequence-based reagent	Mouse *Hes1*	this paper	5' primer	CCAGCCAGTGTCAACACGA
Sequence-based reagent	Mouse *Hes1*	this paper	3' primer	AATGCCGGGAGCTATCTTTCT
Sequence-based reagent	Mouse *Deltex*	this paper	5' primer	ATCAGTTCCGGCAAGACACAG
Sequence-based reagent	Mouse *Deltex*	this paper	3' primer	CGATGAGAGGTCGAGCCAC
Sequence-based reagent	Mouse *preTCRa*	this paper	5' primer	TCACACTGCTGGTAGATGGA
Sequence-based reagent	Mouse *preTCRa*	this paper	3' primer	TAGGCTCAGCCACAGTACCT
Sequence-based reagent	Mouse *Notch1*	this paper	5' primer	ACACTGACCAACAAATGGAGG
Sequence-based reagent	Mouse *Notch1*	this paper	3' primer	GTGCTGAGGCAAGGATTGGA
Sequence-based reagent	Mouse *Actin*	this paper	5' primer	TACCACCATGTACCCAGGCA
Sequence-based reagent	Mouse *Actin*	this paper	3' primer	CTCAGGAGGAGCAATGATCTTGAT
Sequence-based reagent	Vβ5 Forward	this paper	5' primer	5' CCCAGCAGATTCTCAGTCCAACAG 3'
Sequence-based reagent	Vβ8 Forward	this paper	3' primer	5' GCATGGGCTGAGGCTGATCCATTA 3'
Sequence-based reagent	Vβ11 Forward	this paper	5' primer	5' TGCTGGTGTCATCCAAACACCTAG 3'
Sequence-based reagent	Jβ2 Reverse	this paper	3' primer	5' TGAGAGCTGTCTCCTACTATCGATT 3'
Sequence-based reagent	eF-la Forward	this paper	5' primer	5'CTGCTGAGATGGGAAAGGGCT-3'
Sequence-based reagent	eF-la Reverse	this paper	3' primer	5' TTCAGGATAATCACCTGAGCA 3'
Sequence-based reagent	Sel1l promoter reporter wildtype	this paper	5' primer	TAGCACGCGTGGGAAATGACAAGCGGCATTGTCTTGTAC
Sequence-based reagent	Sel1l promoter reporter wildtype	this paper	3' primer	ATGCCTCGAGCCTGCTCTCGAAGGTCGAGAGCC
Sequence-based reagent	Sel1l promoter reporter mutated left_arm	this paper	5' primer	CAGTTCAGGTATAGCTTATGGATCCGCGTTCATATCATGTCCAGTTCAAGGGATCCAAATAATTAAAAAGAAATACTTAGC
Sequence-based reagent	Sel1l promoter reporter mutated left_arm	this paper	3' primer	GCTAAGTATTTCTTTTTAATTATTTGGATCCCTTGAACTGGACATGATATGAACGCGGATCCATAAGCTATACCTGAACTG
Sequence-based reagent	Sel1l promoter reporter mutated right-arm	this paper	5' primer	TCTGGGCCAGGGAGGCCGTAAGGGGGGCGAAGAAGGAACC
Sequence-based reagent	Sel1l promoter reporter mutated right-arm	this paper	3' primer	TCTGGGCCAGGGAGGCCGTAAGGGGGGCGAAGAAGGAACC
Sequence-based reagent	Hrd1 promoter reporter wildtype	this paper	5' primer	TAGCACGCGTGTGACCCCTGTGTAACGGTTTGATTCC
Sequence-based reagent	Hrd1 promoter reporter wildtype	this paper	3' primer	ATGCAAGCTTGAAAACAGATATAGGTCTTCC
Sequence-based reagent	Hrd1 promoter reporter mutated left arm	this paper	5' primer	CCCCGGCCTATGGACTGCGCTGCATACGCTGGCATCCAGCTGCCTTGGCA
Sequence-based reagent	Hrd1 promoter reporter mutated left arm	this paper	3' primer	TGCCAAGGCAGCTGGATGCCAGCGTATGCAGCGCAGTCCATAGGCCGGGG
Sequence-based reagent	Hrd1 promoter reporter mutated middle arm	this paper	5' primer	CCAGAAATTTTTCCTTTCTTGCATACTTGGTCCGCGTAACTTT
Sequence-based reagent	Hrd1 promoter reporter mutated middle arm	this paper	3' primer	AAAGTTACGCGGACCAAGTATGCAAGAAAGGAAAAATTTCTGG
Sequence-based reagent	Hrd1 promoter reporter mutated right arm	this paper	5' primer	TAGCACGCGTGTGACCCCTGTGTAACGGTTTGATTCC
Sequence-based reagent	Hrd1 promoter reporter mutated right arm	this paper	3' primer	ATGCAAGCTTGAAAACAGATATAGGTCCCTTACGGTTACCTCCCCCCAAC
Sequence-based reagent	ChIP-qPCR, Sel1l promoter P1	this paper	5' primer	TTCAGTTCAGGTATAGCTTATTTCTCAGCG
Sequence-based reagent	ChIP-qPCR, Sel1l promoter P1	this paper	3' primer	CGGTTAAGAACTTGCAAGGTTGCTAAG
Sequence-based reagent	ChIP-qPCR, Sel1l promoter P2	this paper	5' primer	CCTTATGCCCTCAGCCACCTGCGGC
Sequence-based reagent	ChIP-qPCR, Sel1l promoter P2	this paper	3' primer	GGGAACCCTCATCCAGGACTAC
Sequence-based reagent	ChIP-qPCR, Sel1l promoter P3	this paper	5' primer	CGCTTAACAAGACAGCTGTTGGG
Sequence-based reagent	ChIP-qPCR, Sel1l promoter P3	this paper	3' primer	TCTGGGGATTCAAATAACCATCTGGG
Sequence-based reagent	ChIP-qPCR, Hrd1 promoter P1	this paper	5' primer	GCTAGTTATGAATTGTAAGTAAACGTCTG
Sequence-based reagent	ChIP-qPCR, Hrd1 promoter P1	this paper	3' primer	CTGATTCTAGACGACTTTAAGGCAG
Sequence-based reagent	ChIP-qPCR, Hrd1 promoter P2	this paper	5' primer	AACCAATCGGCGGTAGCCACGG
Sequence-based reagent	ChIP-qPCR, Hrd1 promoter P2	this paper	3' primer	GGATAGCTACGACACGGTAAGAAG
Sequence-based reagent	ChIP-qPCR, Hrd1 promoter P3	this paper	5' primer	TGCCCAGGTTTCACAGTGCAGC
Sequence-based reagent	ChIP-qPCR, Hrd1 promoter P3	this paper	3' primer	ACCGAGACGCAGGAGAACACC
Sequence-based reagent	ChIP-qPCR, Os9 promoter P1	this paper	5' primer	GCTAGAGATGTCCCTTCCGC
Sequence-based reagent	ChIP-qPCR, Os9 promoter P1	this paper	3' primer	CAGCCAATGAAAGCTTGGGG
Sequence-based reagent	ChIP-qPCR, Os9 promoter P2	this paper	5' primer	GGAGGATAGCCGTGCTTTGA
Sequence-based reagent	ChIP-qPCR, Os9 promoter P2	this paper	3' primer	ATCATAGCTAAGGAGTGAGAATGAG
Sequence-based reagent	ChIP-qPCR, Edem1 promoter P1	this paper	5' primer	CTACTCCATACCTGGACGGG
Sequence-based reagent	ChIP-qPCR, Edem1 promoter P1	this paper	3' primer	GCCCTAGCCCGGGTAAATG
Sequence-based reagent	ChIP-qPCR, Edem1 promoter P2	this paper	5' primer	CCCTGGTGAGTTGCTGATGT
Sequence-based reagent	ChIP-qPCR, Edem1 promoter P2	this paper	3' primer	TGCTGTGAGTGTGTATGCGT
Sequence-based reagent	Mouse Xbp1 splicing	PMID:29480818	5' primer	ACACGCTTGGGAATGGACAC
Sequence-based reagent	Mouse Xbp1 splicing	PMID:29480818	3' primer	CCATGGGAAGATGTTCTGGG
Sequence-based reagent	Mouse *Actin*	PMID:29480818	5' primer	TACCACCATGTACCCAGGCA
Sequence-based reagent	Mouse *Actin*	PMID:29480818	3' primer	CTCAGGAGGAGCAATGATCTTGAT
peptide, recombinant protein	Recombinant Murine Flt3-Ligand, 2 ug	250–31L	peprotech	
peptide, recombinant protein	Recombinant Murine IL7, 2 ug	217–17	peprotech	
peptide, recombinant protein	Recombinant Mouse DLL4	776702	Biolegend	
commercial assay or kit	High-Capacity cDNA Reverse Transcription Kit	4368813	Thermo Fisher	
commercial assay or kit	Power SYBR Green PCR Master Mix	A25778	Thermo Fisher	
commercial assay or kit	In Situ Cell Death Detection Kit, Fluorescein	11684795910	Roche	
commercial assay or kit	FITC BrdU Flow Kit	559619	BD Bioscience	
commercial assay or kit	eBioscience Foxp3 / Transcription Factor Staining Buffer Set	00-5523-00	Thermo Fisher	
commercial assay or kit	ER-Tracker Green (BODIPY FL Glibenclamide), for live-cell imaging	E34251	Thermo Fisher	
commercial assay or kit	ProteoStat (R) Aggresome detect Kit	ENZ-51035-K100	ENZO	
commercial assay or kit	Click-iT Plus OPP Alexa Fluor 647 Protein Synthesis Assay Kit	C10458	Thermo Fisher	
commercial assay or kit	Genomic DNA Mini Kit	K182002	Thermo Fisher	
commercial assay or kit	Truseq Stranded mRNA Kit	# 20020594	Illumina	
Chemical compound, drug	DAPT	HY-13027	MedChemExpress	
Chemical compound, drug	ISRIB (trans-isomer)	HY-12495	MedChemExpress	
Chemical compound, drug	Tunicamycin	76102–666	VWR	
Chemical compound, drug	Tetraphenylethene maleimide (TMI)	PMID:31914399	Custom Synthesized	
Software, algorithm	STAR			Version 2.5.2b
Software, algorithm	DESeq2		R 3.6.1	Version 1.26.0
Software, algorithm	fgsea		R 3.6.1	Version 1.11.2
Software, algorithm	pheatmap		R 3.6.1	Version 1.0.12
Software, algorithm	Enrichr			https://maayanlab.cloud/Enrichr/
Software, algorithm	Graphpad Prism 8.4	Graphpad (graphpad.com)	RRID:SCR_002798	
Software, algorithm	Fiji	http://imagej.net/Fiji	RRID:SCR_003070	
Software, algorithm	FlowJo 10	Tree Star	RRID:SCR_008520	
Software, algorithm	Biorender	https://biorender.com/		Biorender was utilized to make the schematic diagrams used in this study.
Other	LD Columns	130-042-901	Miltenyi Biotec	
Other	CD4 (L3T4) MicroBeads, mouse 1 x 2 mL	130-117-043	Miltenyi Biotec	
Other	CD8a (Ly-2) MicroBeads, mouse	130-117-044	Miltenyi Biotec	
Other	DAPI (4',6-Diamidino-2-Phenylindole, Dihydrochloride)	D1306	Thermo Fisher	
Other	Precision Count Beads	424902	Biolegend	
Other	RBC Lysis Buffer (10X)	420301	Biolegend	
Other	Liquid DAB+	K3468	Dako	

## References

[bib1] Aster JC, Blacklow SC, Pear WS (2011). Notch signalling in T-cell lymphoblastic leukaemia/lymphoma and other haematological malignancies. The Journal of Pathology.

[bib2] Bai M, Doukas M, Papoudou-Bai A, Barbouti A, Stefanaki K, Galani V, Kanavaros P (2013). Immunohistological analysis of cell cycle and apoptosis regulators in Thymus. Annals of Anatomy - Anatomischer Anzeiger.

[bib3] Balchin D, Hayer-Hartl M, Hartl FU (2016). In vivo aspects of protein folding and quality control. Science.

[bib4] Balciunaite G, Ceredig R, Fehling HJ, Zúñiga-Pflücker JC, Rolink AG (2005). The role of notch and IL-7 signaling in early thymocyte proliferation and differentiation. European Journal of Immunology.

[bib5] Bettigole SE, Lis R, Adoro S, Lee AH, Spencer LA, Weller PF, Glimcher LH (2015). The transcription factor XBP1 is selectively required for eosinophil differentiation. Nature Immunology.

[bib6] Bray SJ (2016). Notch signalling in context. Nature Reviews Molecular Cell Biology.

[bib7] Brodsky JL (2012). Cleaning up: er-associated degradation to the rescue. Cell.

[bib8] Bryksin AV, Matsumura I (2010). Overlap extension PCR cloning: a simple and reliable way to create recombinant plasmids. BioTechniques.

[bib9] Camelo S, Raoul W, Lavalette S, Calippe B, Cristofaro B, Levy O, Houssier M, Sulpice E, Jonet L, Klein C, Devevre E, Thuret G, Duarte A, Eichmann A, Leconte L, Guillonneau X, Sennlaub F (2012). Delta-like 4 inhibits choroidal neovascularization despite opposing effects on vascular endothelium and macrophages. Angiogenesis.

[bib10] Carpenter AC, Bosselut R (2010). Decision checkpoints in the Thymus. Nature Immunology.

[bib11] Castel D, Mourikis P, Bartels SJ, Brinkman AB, Tajbakhsh S, Stunnenberg HG (2013). Dynamic binding of RBPJ is determined by notch signaling status. Genes & Development.

[bib12] Chen MZ, Moily NS, Bridgford JL, Wood RJ, Radwan M, Smith TA, Song Z, Tang BZ, Tilley L, Xu X, Reid GE, Pouladi MA, Hong Y, Hatters DM (2017). A thiol probe for measuring unfolded protein load and proteostasis in cells. Nature Communications.

[bib13] Chen ELY, Thompson PK, Zúñiga-Pflücker JC (2019). RBPJ-dependent notch signaling initiates the T cell program in a subset of thymus-seeding progenitors. Nature Immunology.

[bib14] Ciofani M, Schmitt TM, Ciofani A, Michie AM, Cuburu N, Aublin A, Maryanski JL, Zúñiga-Pflücker JC (2004). Obligatory role for cooperative signaling by pre-TCR and notch during thymocyte differentiation. The Journal of Immunology.

[bib15] Ciofani M, Zúñiga-Pflücker JC (2005). Notch promotes survival of pre-T cells at the beta-selection checkpoint by regulating cellular metabolism. Nature Immunology.

[bib16] Cox D, Raeburn C, Sui X, Hatters DM (2020). Protein aggregation in cell biology: an aggregomics perspective of health and disease. Seminars in Cell & Developmental Biology.

[bib17] Cubillos-Ruiz JR, Silberman PC, Rutkowski MR, Chopra S, Perales-Puchalt A, Song M, Zhang S, Bettigole SE, Gupta D, Holcomb K, Ellenson LH, Caputo T, Lee AH, Conejo-Garcia JR, Glimcher LH (2015). ER stress sensor XBP1 controls Anti-tumor immunity by disrupting dendritic cell homeostasis. Cell.

[bib18] De Obaldia ME, Bell JJ, Wang X, Harly C, Yashiro-Ohtani Y, DeLong JH, Zlotoff DA, Sultana DA, Pear WS, Bhandoola A (2013). T cell development requires constraint of the myeloid regulator C/EBP-α by the notch target and transcriptional repressor Hes1. Nature Immunology.

[bib19] Dong H, Adams NM, Xu Y, Cao J, Allan DSJ, Carlyle JR, Chen X, Sun JC, Glimcher LH (2019). The IRE1 endoplasmic reticulum stress sensor activates natural killer cell immunity in part by regulating c-Myc. Nature Immunology.

[bib20] Feige MJ, Behnke J, Mittag T, Hendershot LM (2015). Dimerization-dependent folding underlies assembly control of the clonotypic αβt cell receptor chains. Journal of Biological Chemistry.

[bib21] Feige MJ, Hendershot LM (2013). Quality control of integral membrane proteins by assembly-dependent membrane integration. Molecular Cell.

[bib22] Fitzgerald K, Greenwald I (1995). Interchangeability of Caenorhabditis elegans DSL proteins and intrinsic signalling activity of their extracellular domains in vivo. Development.

[bib23] García-Peydró M, Fuentes P, Mosquera M, García-León MJ, Alcain J, Rodríguez A, García de Miguel P, Menéndez P, Weijer K, Spits H, Scadden DT, Cuesta-Mateos C, Muñoz-Calleja C, Sánchez-Madrid F, Toribio ML (2018). The NOTCH1/CD44 Axis drives pathogenesis in a T cell acute lymphoblastic leukemia model. Journal of Clinical Investigation.

[bib24] Gegonne A, Chen QR, Dey A, Etzensperger R, Tai X, Singer A, Meerzaman D, Ozato K, Singer DS (2018). Immature CD8 Single-Positive thymocytes are a molecularly distinct subpopulation, selectively dependent on BRD4 for their differentiation. Cell Reports.

[bib25] Hetz C, Martinon F, Rodriguez D, Glimcher LH (2011). The unfolded protein response: integrating stress signals through the stress sensor IRE1α. Physiological Reviews.

[bib26] Hidalgo San Jose L, Sunshine MJ, Dillingham CH, Chua BA, Kruta M, Hong Y, Hatters DM, Signer RAJ (2020). Modest declines in proteome quality impair hematopoietic stem cell Self-Renewal. Cell Reports.

[bib27] Hidalgo San Jose L, Signer RAJ (2019). Cell-type-specific quantification of protein synthesis in vivo. Nature Protocols.

[bib28] Holmes R, Zúñiga-Pflücker JC (2009). The OP9-DL1 system: generation of T-lymphocytes from embryonic or hematopoietic stem cells in vitro. Cold Spring Harbor Protocols.

[bib29] Hwang J, Qi L (2018). Quality control in the endoplasmic reticulum: crosstalk between ERAD and UPR pathways. Trends in Biochemical Sciences.

[bib30] Iwakoshi NN, Pypaert M, Glimcher LH (2007). The transcription factor XBP-1 is essential for the development and survival of dendritic cells. Journal of Experimental Medicine.

[bib31] Ji Y, Kim H, Yang L, Sha H, Roman CA, Long Q, Qi L (2016). The Sel1L-Hrd1 endoplasmic Reticulum-Associated degradation complex manages a key checkpoint in B cell development. Cell Reports.

[bib32] Joseph C, Quach JM, Walkley CR, Lane SW, Lo Celso C, Purton LE (2013). Deciphering hematopoietic stem cells in their niches: a critical appraisal of genetic models, lineage tracing, and imaging strategies. Cell Stem Cell.

[bib33] Kadakia T, Tai X, Kruhlak M, Wisniewski J, Hwang I-Y, Roy S, Guinter TI, Alag A, Kehrl JH, Zhuang Y, Singer A (2019). E-protein–regulated expression of CXCR4 adheres preselection thymocytes to the thymic cortex. Journal of Experimental Medicine.

[bib34] Kim J, Lee SK, Jeon Y, Kim Y, Lee C, Jeon SH, Shim J, Kim IH, Hong S, Kim N, Lee H, Seong RH (2014). TopBP1 deficiency impairs V(D)J recombination during lymphocyte development. The EMBO Journal.

[bib35] Kreslavsky T, Gleimer M, Miyazaki M, Choi Y, Gagnon E, Murre C, Sicinski P, von Boehmer H (2012). β-Selection-induced proliferation is required for αβ T cell differentiation. Immunity.

[bib36] Maillard I, Tu L, Sambandam A, Yashiro-Ohtani Y, Millholland J, Keeshan K, Shestova O, Xu L, Bhandoola A, Pear WS (2006). The requirement for notch signaling at the β-selection checkpoint in vivo is absolute and independent of the pre–T cell receptor. Journal of Experimental Medicine.

[bib37] Mallick CA, Dudley EC, Viney JL, Owen MJ, Hayday AC (1993). Rearrangement and diversity of T cell receptor beta chain genes in thymocytes: a critical role for the beta chain in development. Cell.

[bib38] Marquis M, Daudelin JF, Boulet S, Sirois J, Crain K, Mathien S, Turgeon B, Rousseau J, Meloche S, Labrecque N (2014). The catalytic activity of the mitogen-activated protein kinase extracellular signal-regulated kinase 3 is required to sustain CD4+ CD8+ thymocyte survival. Molecular and Cellular Biology.

[bib39] Michie AM, Zúñiga-Pflücker JC (2002). Regulation of thymocyte differentiation: pre-tcr signals and beta-selection. Seminars in Immunology.

[bib40] Nagelreiter F, Coats MT, Klanert G, Gludovacz E, Borth N, Grillari J, Schosserer M (2018). OPP labeling enables total protein synthesis quantification in CHO production cell lines at the Single-Cell level. Biotechnology Journal.

[bib41] Nakatsukasa K, Brodsky JL (2008). The recognition and retrotranslocation of misfolded proteins from the endoplasmic reticulum. Traffic.

[bib42] Osorio F, Tavernier SJ, Hoffmann E, Saeys Y, Martens L, Vetters J, Delrue I, De Rycke R, Parthoens E, Pouliot P, Iwawaki T, Janssens S, Lambrecht BN (2014). The unfolded-protein-response sensor IRE-1α regulates the function of CD8α+ dendritic cells. Nature Immunology.

[bib43] Qi L, Tsai B, Arvan P (2017). New insights into the physiological role of endoplasmic Reticulum-Associated degradation. Trends in Cell Biology.

[bib44] Reimold AM, Iwakoshi NN, Manis J, Vallabhajosyula P, Szomolanyi-Tsuda E, Gravallese EM, Friend D, Grusby MJ, Alt F, Glimcher LH (2001). Plasma cell differentiation requires the transcription factor XBP-1. Nature.

[bib45] Ruggiano A, Foresti O, Carvalho P (2014). ER-associated degradation: protein quality control and beyond. Journal of Cell Biology.

[bib46] Sambandam A, Maillard I, Zediak VP, Xu L, Gerstein RM, Aster JC, Pear WS, Bhandoola A (2005). Notch signaling controls the generation and differentiation of early T lineage progenitors. Nature Immunology.

[bib47] Schmitt TM, de Pooter RF, Gronski MA, Cho SK, Ohashi PS, Zúñiga-Pflücker JC (2004). Induction of T cell development and establishment of T cell competence from embryonic stem cells differentiated in vitro. Nature Immunology.

[bib48] Shah DK, Zúñiga-Pflücker JC (2014). An overview of the intrathymic intricacies of T cell development. The Journal of Immunology.

[bib49] Shapiro-Shelef M, Calame K (2005). Regulation of plasma-cell development. Nature Reviews Immunology.

[bib50] Shi J, Petrie HT (2012). Activation kinetics and off-target effects of thymus-initiated cre transgenes. PLOS ONE.

[bib51] Siegemund S, Shepherd J, Xiao C, Sauer K (2015). hCD2-iCre and Vav-iCre mediated gene recombination patterns in murine hematopoietic cells. PLOS ONE.

[bib52] Sun S, Shi G, Han X, Francisco AB, Ji Y, Mendonça N, Liu X, Locasale JW, Simpson KW, Duhamel GE, Kersten S, Yates JR, Long Q, Qi L (2014). Sel1L is indispensable for mammalian endoplasmic reticulum-associated degradation, endoplasmic reticulum homeostasis, and survival. PNAS.

[bib53] Takahama Y (2006). Journey through the Thymus: stromal guides for T-cell development and selection. Nature Reviews Immunology.

[bib54] Tanigaki K, Honjo T (2007). Regulation of lymphocyte development by notch signaling. Nature Immunology.

[bib55] Tong M, Suttapitugsakul S, Wu R (2020). Effective method for accurate and sensitive quantitation of rapid changes of newly synthesized proteins. Analytical Chemistry.

[bib56] Trampont PC, Tosello-Trampont AC, Shen Y, Duley AK, Sutherland AE, Bender TP, Littman DR, Ravichandran KS (2010). CXCR4 acts as a costimulator during thymic beta-selection. Nature Immunology.

[bib57] van den Boomen DJ, Lehner PJ (2015). Identifying the ERAD ubiquitin E3 ligases for viral and cellular targeting of MHC class I. Molecular Immunology.

[bib58] von Freeden-Jeffry U, Solvason N, Howard M, Murray R (1997). The earliest T Lineage–Committed Cells Depend on IL-7 for Bcl-2 Expression and Normal Cell Cycle Progression. Immunity.

[bib59] Walter P, Ron D (2011). The unfolded protein response: from stress pathway to homeostatic regulation. Science.

[bib60] Wang Y, Zhang Y, Yi P, Dong W, Nalin AP, Zhang J, Zhu Z, Chen L, Benson DM, Mundy-Bosse BL, Freud AG, Caligiuri MA, Yu J (2019). The IL-15-AKT-XBP1s signaling pathway contributes to effector functions and survival in human NK cells. Nature Immunology.

[bib61] Weng AP, Ferrando AA, Lee W, Morris JP, Silverman LB, Sanchez-Irizarry C, Blacklow SC, Look AT, Aster JC (2004). Activating mutations of *NOTCH1* in human T cell acute lymphoblastic leukemia. Science.

[bib62] Xu Y, Zhao F, Qiu Q, Chen K, Wei J, Kong Q, Gao B, Melo-Cardenas J, Zhang B, Zhang J, Song J, Zhang DD, Zhang J, Fan Y, Li H, Fang D (2016). The ER membrane-anchored ubiquitin ligase Hrd1 is a positive regulator of T-cell immunity. Nature Communications.

[bib63] Xu L, Liu X, Peng F, Zhang W, Zheng L, Ding Y, Gu T, Lv K, Wang J, Ortinau L, Hu T, Shi X, Shi G, Shang G, Sun S, Iwawaki T, Ji Y, Li W, Rosen JM, Zhang XH, Park D, Adoro S, Catic A, Tong W, Qi L, Nakada D, Chen X (2020). Protein quality control through endoplasmic reticulum-associated degradation maintains haematopoietic stem cell identity and niche interactions. Nature Cell Biology.

[bib64] Yamasaki S, Ishikawa E, Sakuma M, Ogata K, Sakata-Sogawa K, Hiroshima M, Wiest DL, Tokunaga M, Saito T (2006). Mechanistic basis of pre-T cell receptor-mediated autonomous signaling critical for thymocyte development. Nature Immunology.

[bib65] Yang Y, Kong S, Zhang Y, Melo-Cardenas J, Gao B, Zhang Y, Zhang DD, Zhang B, Song J, Thorp E, Zhang K, Zhang J, Fang D (2018). The endoplasmic reticulum-resident E3 ubiquitin ligase Hrd1 controls a critical checkpoint in B cell development in mice. Journal of Biological Chemistry.

[bib66] Zhao N, Cao J, Xu L, Tang Q, Dobrolecki LE, Lv X, Talukdar M, Lu Y, Wang X, Hu DZ, Shi Q, Xiang Y, Wang Y, Liu X, Bu W, Jiang Y, Li M, Gong Y, Sun Z, Ying H, Yuan B, Lin X, Feng XH, Hartig SM, Li F, Shen H, Chen Y, Han L, Zeng Q, Patterson JB, Kaipparettu BA, Putluri N, Sicheri F, Rosen JM, Lewis MT, Chen X (2018). Pharmacological targeting of MYC-regulated IRE1/XBP1 pathway suppresses MYC-driven breast Cancer. Journal of Clinical Investigation.

[bib67] Zhao B, Yoganathan K, Li L, Lee JY, Zúñiga-Pflücker JC, Love PE (2019). Notch and the pre-TCR coordinate thymocyte proliferation by induction of the SCF subunits Fbxl1 and Fbxl12. Nature Immunology.

# Supplementary material for: Notch-induced endoplasmic reticulum-associated degradation governs mouse thymocyte β−selection
**Source:** eLife. 2021 Jul 9;10:e69975. doi: 10.7554/eLife.69975
**Supplement:** Figure 5—source data 1.

Unprocessed images for Figure5H

H

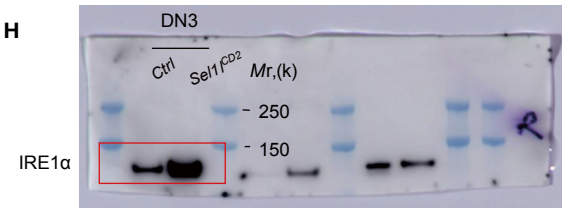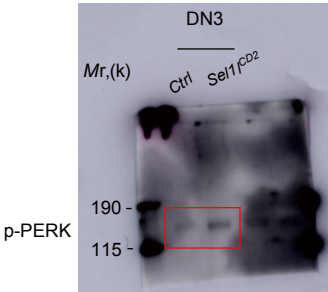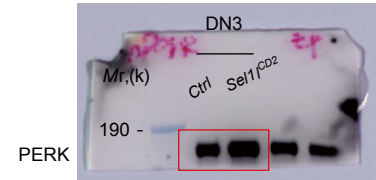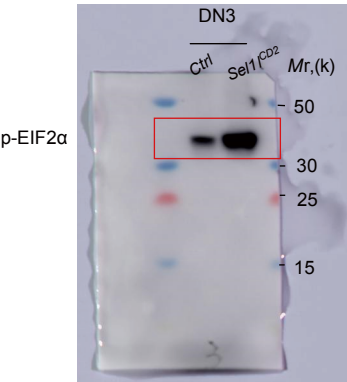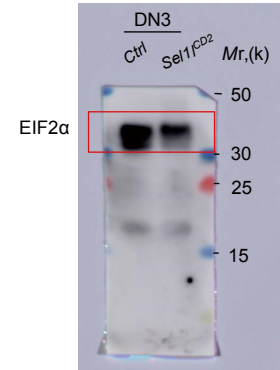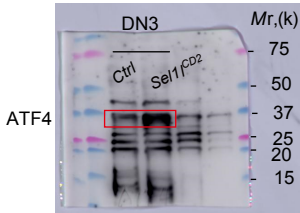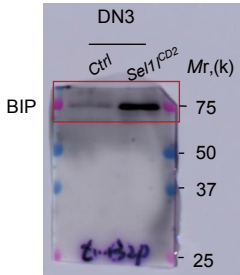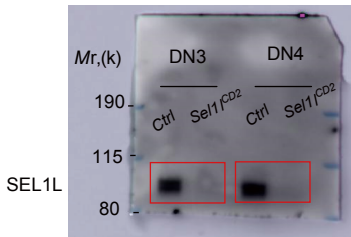

The same western blot images of SEL1L are used in Figure5H, Figure5-figure supplement 1D and Figure5-figure supplement 2A as control because these samples are from the same cell lysates probing with different antibodies.

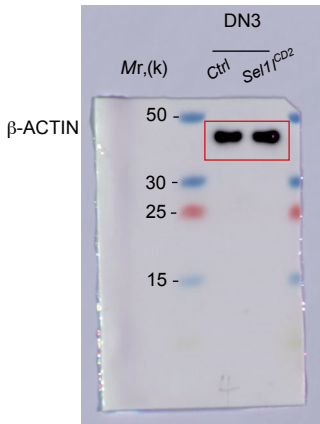

The same western blot images of Actin are used in Figure5H, Figure5-figure supplement 1D as control because these samples are from the same cell lysates probing with different antibodies.

# Supplementary material for: Notch-induced endoplasmic reticulum-associated degradation governs mouse thymocyte β−selection
**Source:** eLife. 2021 Jul 9;10:e69975. doi: 10.7554/eLife.69975
**Supplement:** Figure 5—figure supplement 1—source data 2.

Unprocessed images for Figure5-figure supplement 1D

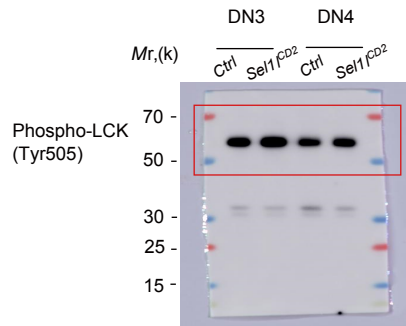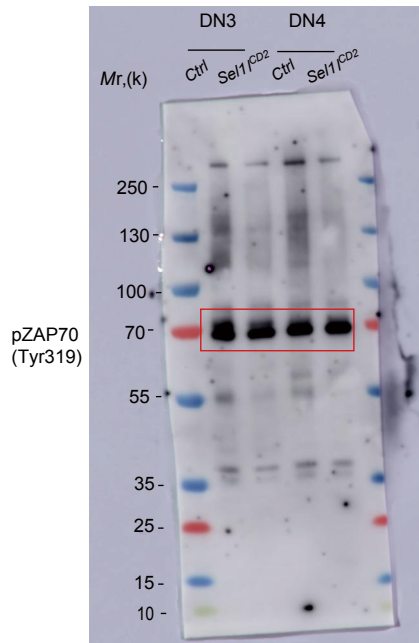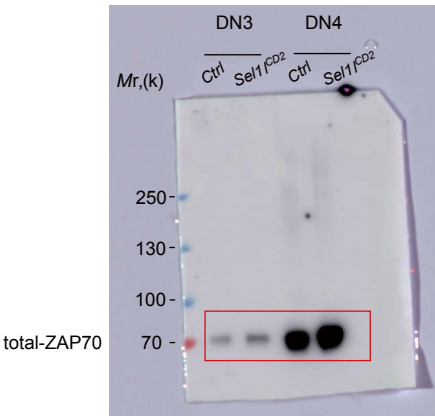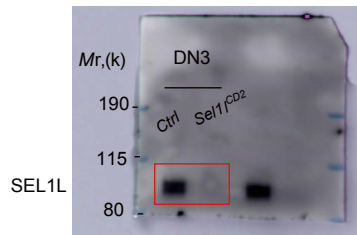

The same western blot images of SEL1L are used in Figure5H, Figure5-figure supplement 1D and Figure5-figure supplement 2A as control because these samples are from the same cell lysates probing with different antibodies.

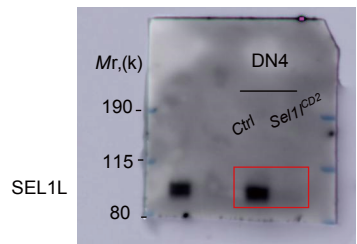

The same western blot images of SEL1L are used in Figure5H, Figure5-figure supplement 1D and Figure5-figure supplement 2A as control because these samples are from the same cell lysates probing with different antibodies.

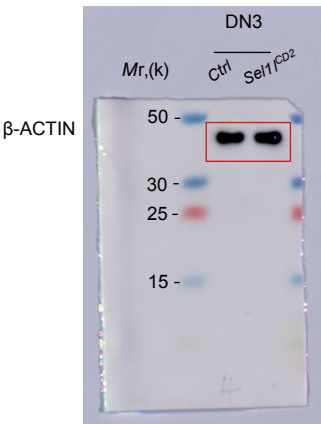

The same western blot images of Actin are used in Figure5H, Figure5-figure supplement 1D as control because these samples are from the same cell lysates probing with different antibodies.

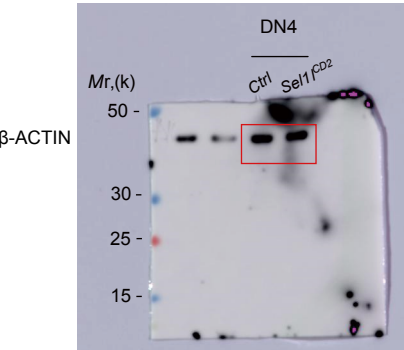

The same western blot images of ACTIN are used in both Figure5-figure supplement 1D and Figure5-figure supplement 2A as control because these samples are from the same cell lysates probing with different antibodies.

# Supplementary material for: Notch-induced endoplasmic reticulum-associated degradation governs mouse thymocyte β−selection
**Source:** eLife. 2021 Jul 9;10:e69975. doi: 10.7554/eLife.69975
**Supplement:** Figure 5—figure supplement 2—source data 1.

# Unprocessed images for Figure5-figure supplement 2A

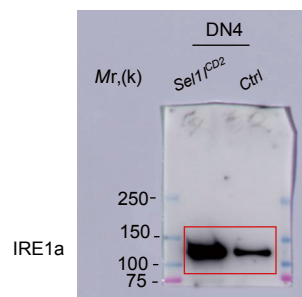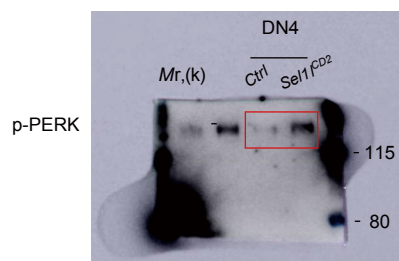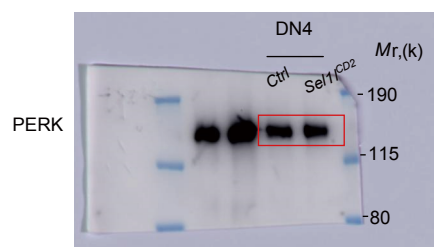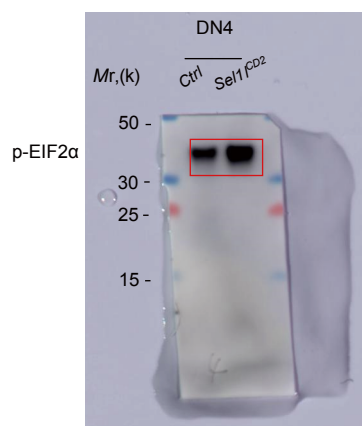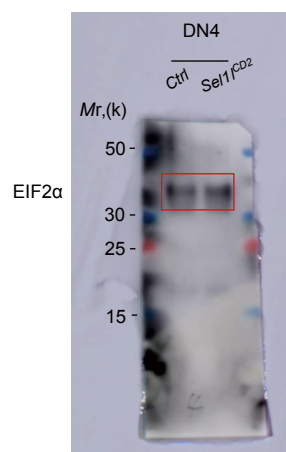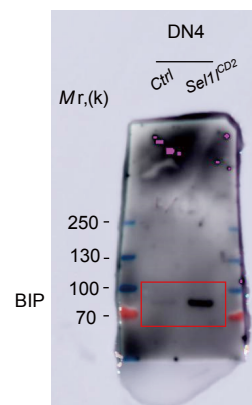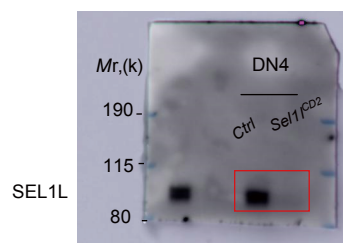

The same western blot images of SEL1L are used in Figure5H, Figure5-figure supplement 1D and Figure5-figure supplement 2A as control because these samples are from the same cell lysates probing with different antibodies.

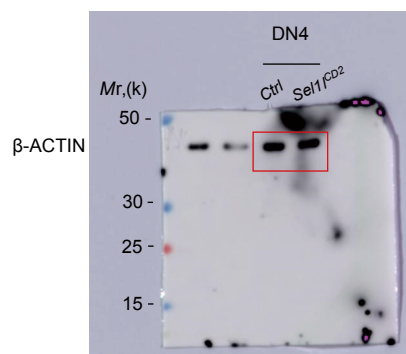

The same western blot images of ACTIN are used in both Figure5-figure supplement 1D and Figure5-figure supplement 2A as control because these samples are from the same cell lysates probing with different antibodies.

How the deposited data were processed for this re-analysis (not part of the article)

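RNA-seq of sorted DN3 thymocytes was analysed from 4 control (Sel1l flox/flox) and 4 Sel1l CKO libraries of 6-week-old mice, grouped by the genotype in the sample labels. The authors prepared stranded mRNA libraries, sequenced them paired-end, aligned the reads with STAR, counted them on protein-coding genes with HTSeq and deposited RPKM values, 1 column per library. All columns were used. The paper's own test was DESeq2 on the authors' counts. The counts themselves were not used here, and because RPKM values are not counts, no count model was used for the results at the claims.

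The unit was checked on the values. With the gene spans of GENCODE M21 (GRCm38), low RPKM values are whole multiples of 1 read per library, and this gave the reads counted per library (from 32900251 to 50401358) and the recovered reads of 15276 genes, which is 96.3% of the genes with a value. For 3503 of these the length was solved from the values because the annotated span gave no whole reads, and 580 genes had no solution. The recovered reads sum to between 95.83% and 99.19% of the library totals. Coordinates are those of GENCODE M21, 1-based. Of the 16538 genes, 16331 were paired with an NCBI gene identifier for the Reactome sets. There were 11 listed genes without a matching name in the table, which were not analysed here. The depth sets the precision of weakly expressed genes, for which a difference of a few reads decides the value.

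Values were analysed in R 4.3.3 with limma 3.58.1 and fgsea 1.28.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. RPKM values were transformed to log2 after adding 0.1, genes with a mean RPKM of at least 1 were tested with limma's moderated test with a mean-variance trend, genotype as the only term, and p values were adjusted by the Benjamini-Hochberg method. Thresholds were an adjusted p under 0.05 and, for higher and lower genes, a log2 fold change beyond 0.59 in either direction, the upward one from the paper's methods. On simulated values with 200 changed genes, this procedure recovered 200 (100%) and called 11 unchanged genes among 6531 tested. limma voom on simulated reads recovered 200 and called 10 unchanged genes among 11774 tested. Every simulated change was a log2 fold change of at least 1 in either direction, larger than many of those called in the data. The simulated libraries had no batch. The simulation therefore checks that the procedure runs as intended, and does not measure its power or its false calls on these libraries.

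Gene lists were tested with fgsea (at least 5 tested genes, 10000 permutations for the first estimate, seed 1), with camera and with fry. The lists are those for the unfolded protein response, IRE1-XBP1, PERK, ATF6, ATF4 targets, ER-Golgi transport, ERAD, N-glycosylation, cytosolic heat shock, Notch targets, pre-TCR, proliferation, pro-apoptotic genes and post-selection markers. The lists of early progenitor and DN2 markers (0 tested genes) and of IRE1-dependent decay (3 tested genes) were too small. Marker lists of other cell types, immediate early genes and sex genes were used as checks. Reactome sets with 5 to 500 tested genes were tested with fgsea and with one-sided Fisher's exact tests of the higher genes against the tested genes. Exact permutation tests of single genes are two-sided over the 70 assignments of 8 libraries.

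The genes named are every gene of Figure 5A, those named in the paper's text or its RT-PCR panels, Sel1l, the 10 largest rises and the 10 largest falls among genes past the adjusted p with no overlap between genotypes, and members of a list where it is discussed. This rule, the tests, the lists and 10 alternatives to the processing, with 6 more for the gene lists and the fits that each left out 1 of the 8 libraries, were set before the data were examined. The 10 alternatives are pseudocounts of 1 and 0.01, no filter on low values, a mean RPKM of at least 5, each library rescaled to the same sum, median-of-ratios scaling, quantile normalization, limma without the trend, limma array weights and a replicate block. A further 3 were chosen after seeing the data, namely replicates 1 and 2 against 3 and 4 as a batch term, limma voom on the recovered reads of genes with a mean of at least 10 reads, and RPKM on exon length, and so was the number of Reactome sets under every alternative. Of the 68 named genes, 9 overlap another gene of the table, 1 of them (Gprasp1) on the same strand. The paper does not state whether the counting used the strand.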

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

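The tests for cytosolic heat shock genes, for Sel1l, for immediate early genes, for the largest rises and for library depth, and the counts over other splits of the libraries for the Reactome sets and for the lists other than the unfolded protein response, IRE1-XBP1, PERK and ATF6 lists, were chosen after the result was seen.

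A single library lay far from the other 3 of its genotype in 6 of the 166 groups compared, where chance gives about 8.3. In control these were Pdia6 (replicate 4 at 12.3 RPKM, the others from 11.6 to 11.6), Srprb (replicate 1 at 2.14 RPKM, the others from 2.35 to 2.37), Zap70 (replicate 3 at 3.24 RPKM, the others from 3.68 to 3.72), Chac1 (replicate 1 at 0.0546 RPKM, the others at 0) and H2bu2 (replicate 3 at 28.9 RPKM, the others from 15.9 to 17.2). In Sel1l CKO it was the mean of the pro-apoptotic list in replicate 1, at a log2 difference of 0.51 from control against 0.85 to 0.91 in the others. These fall in 4 different libraries, and no explanation beyond their number was tested.

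The paper reports on the unfolded protein response, and other gene lists also moved. The ATF4 target list had a normalized enrichment score of 2.41, and in 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, was its adjusted p as small. The margin is narrow, since the next split reached 6.5e-14 against 1.3e-14, 27 of the 35 splits gave as large a score and 29 passed an adjusted p of 0.05, so the score alone does not set the genotypes apart. It was highest in Sel1l CKO replicate 2, at a mean log2 difference of 1.77 from control against 0.89, 1.20 and 1.25 in replicates 1, 3 and 4. The pro-apoptotic list had a score of 1.68, and 1 of 35 splits gave as small an adjusted p. Of its 12 tested genes 9 were higher, with a median log2 fold change of 0.087, and 3 passed the limma adjusted p, Ddit3, Trib3 and Chac1. Its adjusted p was 2.4e-05 with limma's fry, the test across libraries, and 0.0594 with camera and the correlation estimated. The pre-TCR list had a score of -2.0 and the Notch target list one of -1.60, and 2 and 3 of the 35 splits gave as small an adjusted p, as 3 did for the PERK list. With fry the adjusted p was 0.00279 for the pre-TCR list and 0.0198 for the Notch targets, and with camera and the correlation estimated it was over 0.05 for both, at 0.0594 and 0.0764. In the pre-TCR list 1 of 14 genes was higher, and 8 passed when adjusted over the list alone. No single gene of either list had a limma adjusted p under 0.05 over all tested genes, with a median log2 fold change of -0.25 for the pre-TCR list and -0.46 for the Notch targets. The proliferation list had a score of 1.49 (fgsea adjusted p = 0.0499), and 26 of the 35 splits gave as small an adjusted p, so this value says nothing about genotype.

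The 10 largest rises include 8 genes the paper does not name, with log2 fold changes of 5.38 (Derl3), 5.27 (Cox6a2), 4.97 (Serpinh1), 4.62 (Chac1), 4.40 (Bhlha15), 3.76 (Slc7a3), 2.98 (Atf5) and 2.90 (Fkbp11). Their sizes depend on the pseudocount, for example 2.94 for Derl3 and 1.85 for Chac1 with one of 1. Cells of another type in the sorted fraction could bring such genes, and plasma cells or B cells were tested because they hold a large secretory apparatus. Of 11 B cell and plasma cell markers, 1 was higher in Sel1l CKO (Mzb1, log2 fold change 0.85, limma adjusted p = 0.136), and their median log2 fold change was -0.10. Of these markers only Cd79b and Mzb1 had a mean RPKM of at least 1. Jchain, among the most abundant transcripts of plasma cells, was at 0.0644 ± 0.0492 RPKM in control and 0.0494 ± 0.0382 RPKM in Sel1l CKO (SD, n = 4 each), while Derl3 reached 7.84 RPKM. The tables therefore argue against plasma cells or B cells as the source, both for these genes and for the unfolded protein response genes. The cytosolic heat shock list showed no general rise of stress genes from handling in Sel1l CKO. Its score was -2.43, with 1 of 18 genes higher (camera with the correlation estimated gave an adjusted p of 0.120). Within replicates 1 and 2 its median log2 fold change was -0.070, with 6 of 18 genes higher. A stress of control replicates 3 and 4, left open below, would also lower the score, so the score alone does not exclude handling.

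The 10 largest falls are genes the paper does not name, with log2 fold changes of -5.23 (Hspa1a), -4.96 (Hspa1b), -1.46 (Tnf), -1.04 (Btg2), -1.04 (Fam163b), -1.01 (Gprasp1), -1.0 (H2bu2), -0.99 (Il10ra), -0.98 (Hsph1) and -0.95 (Epcam). The cytosolic heat shock list, with a score of -2.43, had as small an adjusted p in 1 of the 35 splits. Reads shared between Hspa1a and Hspa1b are argued against as the whole cause, since both fell and 15 of the other 16 tested genes of the list were lower as well, 4 of them at a limma adjusted p under 0.05. A stress of control replicates 3 and 4 alone stays open. Within replicates 1 and 2 the median log2 fold change of the list was -0.070 with 6 of 18 genes higher. Within replicates 3 and 4 it was -0.55 with 1 of 18 higher, and neither set was tested by itself. With replicates 1 and 2 against 3 and 4 as a batch term, fry gave the list an adjusted p of 0.0241. With the replicate block it gave 0.0758. Both fits pool the sets, so they cannot tell whether the fall is in replicates 3 and 4 alone. An immediate early response during handling would also lower the list, because all 11 immediate early genes were lower in Sel1l CKO, with 1 past the adjusted p (median log2 fold change -1.04). Yet between Sel1l CKO replicates 3 and 4 and control replicates 1 and 2, where 8 of 10 immediate early genes were higher (median 0.82), 17 of 18 genes of the list were lower (median -0.27). Within Sel1l CKO the list was lower in replicates 3 and 4 than in 1 and 2 (median -0.17, 4 of 18 higher) although the immediate early genes were higher by a median of 1.40. These values argue against such a response as the whole cause. A part of it stays open, since in control 17 of 18 genes of the list were higher in replicates 3 and 4, as the immediate early genes were. A lower heat shock response as an effect of the genotype stays among the open explanations, as a hypothesis.

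For the counts, the real split was 1 of 35 that gave as many genes with a limma adjusted p under 0.05 (344), as many higher (161), as many lower (29), as many higher genes of Figure 5A (25) and as many Reactome sets by Fisher's exact test (30). The next largest number of genes was 11, from the split of replicates 1 and 2 against 3 and 4. The Reactome count from fgsea was 48 sets, and 27 of the 35 splits gave as many, up to 338, so that count is not used. The adjusted p of the unfolded protein response, IRE1-XBP1, ATF6, ER-Golgi transport, N-glycosylation and ERAD lists was as small in 1 of 35 splits each, while as large a score came in 6, 9, 7, 11, 3 and 5 of them in the same order. The adjusted p was as small in 3 splits for the PERK list and in 5 for the post-selection markers (score -1.37, adjusted p = 0.123). By fgsea many splits pass an adjusted p of 0.05, for example 19 of 35 for the unfolded protein response list, the real one included. An fgsea p under 0.05 alone therefore does not set the genotypes apart. Splits with 3 libraries of 1 genotype on a side keep part of the genotype difference, so this number is no rate of false calls. For the 344 genes, removing each library's trend on exon length kept 90.6% of the calls with a length, and removing the trend on GC content kept 91.2%. Thinning every library to the same number of reads hardly moves values scaled to depth, so it decides nothing about depth. The libraries of replicates 1 and 2 all had more reads than those of replicates 3 and 4, with a mean log2 difference in reads of -0.34 from the former to the latter, against -0.080 from control to Sel1l CKO. In a fit with both terms, 87 genes had a limma adjusted p under 0.05 between replicates 3 and 4 and replicates 1 and 2, and 525 between the genotypes. The first number was the smaller in each of the 8 fits that left out 1 library as well, at most 472 against 954, without control replicate 4. The larger difference in depth thus came with fewer genes. These values argue against gene length, GC content and depth as the whole cause.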

How the results depend on the processing

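The gene counts, Sel1l, the genes of Figure 5A and the unfolded protein response, IRE1-XBP1, PERK and ATF6 lists were recomputed under every alternative. The number of genes with an adjusted p under 0.05 was 344 and ran from 218 to 640 over all alternatives other than leaving out a library. It was 218 with a mean RPKM of at least 5, where 2709 genes were tested, 640 with limma array weights, and 525 with replicates 1 and 2 against 3 and 4 as a batch term, an alternative chosen after seeing the data. It ran from 243 to 317 across the 8 fits that each left out 1 library. The higher genes numbered 161, and 97 with a mean RPKM of at least 5, 196 with each library rescaled to the same sum, and 206 on exon length and 224 with voom, both chosen after seeing the data. They numbered from 143 to 169 when 1 library was left out. The heat map genes past both thresholds numbered 25, from 18 to 29 over these alternatives, and from 24 to 27 when 1 library was left out.

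The number of lower genes moved most. It was 29, and 15 with a pseudocount of 1, 14 with a mean RPKM of at least 5 and 52 with each library rescaled to the same sum. Of the alternatives chosen after seeing the data, it was 79 with the batch term, 101 with limma voom on the recovered reads and 70 with RPKM on exon length. It ran from 12 (without control replicate 3) to 42 (without CKO replicate 4) when 1 library was left out. The share of higher genes among those past both thresholds was 84.7%, and 67.9%, 68.9% and 74.6% under the alternatives chosen after seeing the data in the same order. Voom tested 11777 genes and exon length 9516, against 6512. The cause of the other changes was not tested. The median log2 fold change of all tested genes was 0.01 and ran from -0.02 (voom) to 0.05 (mean RPKM of at least 5).

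Sel1l stayed lower in Sel1l CKO under every alternative that tested it. With a mean RPKM of at least 5 it was not tested. Its log2 fold change of -0.59 ran from -0.66 (voom, chosen after seeing the data) to -0.36 (a pseudocount of 1, adjusted p = 0.0255) over all alternatives other than leaving out a library, and was -0.41 with array weights (adjusted p = 0.0307). It was -0.59 without a filter on low values, where its adjusted p was 0.0904 over 15856 genes, and -0.64 with each library rescaled to the same sum (adjusted p = 0.0784). Over the same alternatives its adjusted p ran from 0.0147 to 0.0904. When 1 library was left out, its log2 fold change ran from -0.69 to -0.51 and its adjusted p from 0.0206 to 0.0984, over 0.05 in 6 of the 8 fits. Its direction held in every fit, and its call did not.

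Camera with the correlation between genes estimated gave an adjusted p of 0.0693 for the IRE1-XBP1 list and 0.0720 for the PERK list. Without the genes of Figure 5A the adjusted p of the IRE1-XBP1 list was 0.525, where 22 of its genes were left, but the genes taken out were picked for a difference in these libraries, so this does not count against the list. Over all other alternatives the adjusted p of the 4 lists stayed under 0.05. When 1 library was left out it ran from 2.3e-20 to 2.1e-14 (unfolded protein response), from 4.1e-11 to 6.0e-08 (IRE1-XBP1), from 6.6e-08 to 1.6e-05 (PERK) and from 8.3e-11 to 1.7e-08 (ATF6). The number of Reactome sets by Fisher's exact test, whose alternatives were chosen after seeing the data, was 30, and 11 with a mean RPKM of at least 5, and ran from 18 (without CKO replicate 3 or 4) to 29 when 1 library was left out. With control replicate 1 left out it was 19.

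Directions reversed in 3 cases. The proliferation list had a normalized enrichment score of -1.24 (adjusted p = 0.159) with array weights, against 1.49. The log2 fold change of Os9, 0.045 with all libraries, ran from -0.061 (without CKO replicate 4) to 0.14 (without CKO replicate 1) and was -0.027 without CKO replicate 3. Among the named genes and the other lists, a call at an adjusted p of 0.05 was lost 35 times and gained 6 times over the alternatives set beforehand, lost 6 times and gained 3 times over those chosen after seeing the data, and lost 60 times and gained 4 times when 1 library was left out. For genes below the filter, the log2 fold change moved by more than its SD 3 times under one set beforehand and 6 times under one chosen after seeing the data.

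Both genotypes carry replicate numbers 1 to 4. The deviations of same-numbered libraries from their group means correlated at 0.162, 0.097, 0.445 and 0.005. These values give no clear sign of pairing and cannot exclude it, and the sample labels do not state it. In a fit with the replicate block, 317 genes had an adjusted p under 0.05, 58 were lower past both thresholds (the share of higher genes was 73.6%), and Sel1l had an adjusted p of 0.0601 at the same log2 fold change of -0.59. fry with this block gave an adjusted p of 0.0758 for the heat shock list, 0.0701 for the Notch targets, 0.0256 for the pre-TCR list and 0.00293 for the pro-apoptotic list.

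Depth limits the genes with few reads. Chac1 had at most 7 reads in a control library, and its log2 fold change was 1.85 with a pseudocount of 1, 7.38 with a pseudocount of 0.01 and 8.40 with limma voom on the recovered reads, which was chosen after seeing the data. Other weakly expressed genes moved too. With a pseudocount of 1 in place of 0.1, log2 fold changes over 1.5 times smaller were, besides that of Chac1, those of Slc7a3 (1.72), Trib3 (2.17), Asns (2.24), Derl3 (2.94), Bhlha15 (2.50), Fkbp11 (1.68), Serpinh1 (3.09), Eif2ak3 (0.32), Tnf (-0.82), Gprasp1 (-0.58), Sel1l (-0.36) and Gfpt1 (0.49). Of these only Tnf was then over an adjusted p of 0.05 (0.0671). With voom Trib3 (log2 fold change 5.67, adjusted p = 0.0560) and Tnf (-1.53, adjusted p = 0.0874) were.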

Differences from the paper's values

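The adjusted p values of Figure 5C-E differ from those computed here, and both are given as -log10 of the adjusted p. For the unfolded protein response, the paper's value is about 6.9 in Fig. 5C, read by eye, and the value here was 17.6 (adjusted p = 2.6e-18). None of the alternatives set before the data were examined came within 1.5 times of the paper's adjusted p. For IRE1α, the paper's value is about 4.0 in Fig. 5D, read by eye, and the value here was 8.52 (adjusted p = 3.0e-09). With fry in place of fgsea it was 3.87, and no other such alternative came as near. For PERK, the paper's value is about 1.1 in Fig. 5E, read by eye, and the value here was 5.73 (adjusted p = 1.9e-06). With camera and an estimated correlation between genes it was 1.14, and no other such alternative came as near. The normalized enrichment scores differed by less than their jackknife errors over the libraries (0.534, 0.447 and 0.311).

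Figure 5A draws Dnajb9 and Tspyl2 among the differentially expressed genes. Here Dnajb9 had a limma adjusted p of 0.575 (log2 fold change 0.46), and it stayed over 0.05 under every alternative, with the lowest value 0.0967 under array weights. Tspyl2 had a limma adjusted p of 0.0978 (log2 fold change 0.85). It was 0.00243 with array weights, 0.0332 with the replicate block and 0.0470 without CKO replicate 1, and with the batch term, chosen after seeing the values, 0.00978. Ero1lb, Pdia5 and Atf6, also drawn in Figure 5A, were below the mean RPKM needed for the test. Without a filter on low values their limma adjusted p values were 0.00118, 0.00451 and 0.0436, with each library rescaled to the same sum 2.9e-04, 9.1e-04 and 0.0416, and with voom and exon length, both chosen after seeing the values, 4.5e-05, 2.2e-04 and 0.00562, and 3.4e-05, 6.8e-05 and 0.00584.

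Figure 5B ranks the response to ER stress and the IRE1-mediated response above N-linked glycosylation. Among the Reactome sets here, asparagine N-linked glycosylation ranked first by Fisher's exact test (adjusted p = 2.6e-13), and the set for IRE1α activated chaperones (6.5e-05) and that for the unfolded protein response (2.8e-04) came after it.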

Other observations

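The tests of Sel1l transcript and of the immediate early genes in this part were chosen after the result was seen.

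The paper measured transcripts of chaperones and ERAD genes by RT-PCR in DN3 thymocytes (Figure 5—figure supplement 2C), and the RNA-seq values of the same genes are given here beside the paper's. The ratio of Sel1l CKO to control was 2.34 for Calr (the paper's RT-PCR ratio is 2.22), 3.5 for Hspa5 (the paper's is 3.98), 4.18 for Hyou1 (the paper's is 3.95), 2.56 for Hsp90b1 (the paper's is 1.94), 1.67 for Canx (the paper's is 2.78) and 2.41 for Syvn1 (the paper's is 2.61), each with a limma adjusted p under 0.05. It was 1.17 for Edem1 (the paper's is 1.65), 1.05 for Os9 (the paper's is 1.26) and 0.957 for Erlec1 (the paper's is 1.47). Of these, Edem1 (limma adjusted p = 0.203) and Os9 (limma adjusted p = 0.881) did not pass, and Erlec1 was below the mean RPKM needed for the test (exact permutation test, two-sided, p = 0.629). For the Notch targets of Figure 4—figure supplement 1D, the ratio was 0.446 for Hes1 (limma adjusted p = 0.224, the paper's RT-PCR ratio is 1.16) and 0.772 for Ptcra (limma adjusted p = 0.132, the paper's is 1.24). Some alternatives did call these genes. Hes1 passed as lower under 2 of them, and with the batch term, chosen after seeing the data, its adjusted p was 0.0125. With array weights that of Ptcra was 0.0127 and that of Edem1 0.0168, and without CKO replicate 1 they were 0.0125 and 0.0423.

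Sel1l transcript stood at 65.1% of control in the RNA-seq, while the paper's RT-PCR (Figure 2—figure supplement 1A) gives 0.213%. The RNA-seq values count reads over the whole gene, and which part the RT-PCR amplifies was not analysed here. Per library, Sel1l stood at 55%, 52%, 79% and 74% of the control mean in Sel1l CKO replicates 1 to 4. Cells that kept Sel1l in replicates 3 and 4 may explain the higher values there. They would lower the unfolded protein response genes in these replicates, whereas the list was higher there by a median log2 difference of 0.11 (55 of 78 genes). The ATF4 targets moved the other way, by a median of -0.14 (8 of 30 genes higher), but this rests on replicate 2, whose mean was 1.77 against 0.89 in replicate 1 and 1.20 and 1.25 in replicates 3 and 4. Of the 28 genes of the unfolded protein response list past the threshold, 26 were higher in replicates 3 and 4 (median 0.20, against 0.078 between the same control replicates), which goes against such cells. Since replicates 3 and 4 also differ from 1 and 2 in both genotypes, a batch effect on these genes is not separated from it, and the explanation stays open.

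Immediate early genes were higher in replicates 3 and 4 than in 1 and 2 in both genotypes. Of the 10 tested, 8 had a limma adjusted p under 0.05 with genotype in the model, such as Fos (log2 difference 2.12), Fosb (2.4), Junb (2.06) and Klf6 (2.02). The median was 1.93. Thinning every library to the same number of reads left it at 1.93, but values scaled to depth cannot shift for abundant genes when reads are thinned, so this decides nothing about library depth. No other explanation was tested.

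Sel1l CKO replicates 3 and 4 were more alike than any other pair of the same genotype. The chi-square per degree of freedom over 12129 genes was 9.41 for them and from 22.8 to 81.9 for the other pairs. This does not show whether they come from separate mice. They were counted as separate libraries because the sample labels number them so. With either left out, the genes with a limma adjusted p under 0.05 numbered 269 (without CKO replicate 3) and 317 (without CKO replicate 4), against 344 with both, and the Reactome sets by Fisher's exact test 18 in each case, against 30.

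Of the marker lists of other cell types, none but the stromal and epithelial list had a gene past the limma adjusted p, and there it was Epcam. Genes higher in Sel1l CKO numbered 0 of 6 B cell markers, 1 of 5 plasma cell markers, 6 of 16 myeloid and dendritic cell markers, 3 of 9 gamma delta T and NK cell markers, 6 of 9 stromal and epithelial markers and 4 of 5 erythroid markers (highest mean 0.254 RPKM). The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were expressed in all 8 libraries.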
